# Space Environmental Factor Impacts upon Murine Colon Microbiota and Mucosal Homeostasis

**DOI:** 10.1371/journal.pone.0125792

**Published:** 2015-06-17

**Authors:** Lauren E. Ritchie, Stella S. Taddeo, Brad R. Weeks, Florence Lima, Susan A. Bloomfield, M. Andrea Azcarate-Peril, Sara R. Zwart, Scott M. Smith, Nancy D. Turner

## Abstract

Astronaut intestinal health may be impacted by microgravity, radiation, and diet. The aim of this study was to characterize how high and low linear energy transfer (LET) radiation, microgravity, and elevated dietary iron affect colon microbiota (determined by 16S rDNA pyrosequencing) and colon function. Three independent experiments were conducted to achieve these goals: 1) fractionated low LET γ radiation (^137^Cs, 3 Gy, RAD), high Fe diet (IRON) (650 mg/kg diet), and a combination of low LET γ radiation and high Fe diet (IRON+RAD) in male Sprague-Dawley rats; 2) high LET ^38^Si particle exposure (0.050 Gy), 1/6 G partial weight bearing (PWB), and a combination of high LET^38^Si particle exposure and PWB in female BalbC/ByJ mice; and 3) 13 d spaceflight in female C57BL/6 mice. Low LET radiation, IRON and spaceflight increased *Bacteroidetes* and decreased *Firmicutes*. RAD and IRON+RAD increased *Lactobacillales* and lowered *Clostridiales* compared to the control (CON) and IRON treatments. Low LET radiation, IRON, and spaceflight did not significantly affect diversity or richness, or elevate pathogenic genera. Spaceflight increased *Clostridiales* and decreased *Lactobacillales*, and similar trends were observed in the experiment using a ground-based model of microgravity, suggesting altered gravity may affect colonic microbiota. Although we noted no differences in colon epithelial injury or inflammation, spaceflight elevated TGFβ gene expression. Microbiota and mucosal characterization in these models is a first step in understanding the impact of the space environment on intestinal health.

## Introduction

Spaceflight exposes astronauts to environmental inputs that are different from those on earth including microgravity and radiation exposure. NASA is concerned with the health risks associated with these environmental factors, particularly radiation, as they have been shown to have deleterious effects such as increasing the risk of heart disease, cataracts, and accelerated bone loss [1–3]. The limited food system on board spacecraft can further exacerbate these environmental challenges by providing relatively high iron intakes, which have historically exceeded recommended intakes by 3–4 fold [4].

Linear energy transfer (LET), or the amount of energy that is transferred to a substance as the radiation passes through, impacts the extent of radiation damage to biological systems [5]. Low LET radiation, such as gamma and x-rays, is more likely to have indirect effects on cells through the generation of free radicals (e.g., H•, •OH, H_2_O_2_, and *e* ^-^_aq_), while high LET radiation can physically damage DNA and proteins [5, 6]. Both high and low LET radiation exposure can compromise plasma and organelle membrane integrity and cause DNA damage and DNA methylation [5, 7]. Once a cell becomes irradiated, possible outcomes include genomic mutations, cell cycle arrest, and transformation to a potentially carcinogenic cell [7, 8].

Reactive oxygen species are generated within cells immediately after exposure to radiation and could be exacerbated by other environmental factors, including nutrient status. For example, oxidative stress can be propagated in the intestine by consumption of a diet containing pro-oxidants such as iron, which increases the risk of forming cytotoxic compounds and free radicals [9]. Physiological outcomes induced by high iron include intestinal barrier damage, hyperproliferation, downregulated repair mechanisms, as well as altered microbiota and luminal concentration of short chain fatty acids (SCFA) [10, 11].

Very little research has been done to understand the effect of low dose ionizing radiation (<1 Gy) and microgravity on the colon luminal environment and intestinal epithelium function. Large radiation doses (>8 Gy) can cause detrimental effects such as direct mucosal toxicity, delayed gastric emptying and secretion, and villous shortening [7, 12]. Some data suggests that radiation exposure can affect the intestinal microbiota, and the presence and composition of these commensal bacterial groups has an effect on radiation induced-lethality [13–15]. Furthermore, we have reported that consumption of a diet with elevated dietary iron, by itself and in combination with low LET radiation, can alter the concentration of fecal SCFA [16], suggesting alterations to the composition of the intestinal microbiota or a functional change in microbial metabolism. An understanding of how the aforementioned environmental insults affect the microbiota is of utmost importance, as alterations to commensal bacterial groups have been implicated in the onset and recurrence of chronic intestinal inflammation and gastrointestinal diseases [17, 18].

Mitigating the effects of oxidative stress caused by a combination of radiation exposure and elevated iron status is an important area of research, as no countermeasures have been thoroughly studied. Results from this research would benefit not only astronauts, but others exposed to radiation during medical diagnostic tests, and occupational radiation exposures. To our knowledge, no study has characterized the effects of fractionated, low doses (0.5–3 Gy) of low LET ionizing radiation with a high dietary iron load, or one dose high LET ionizing radiation with simulated lunar gravity conditions on colon microbiota and mucosal homeostasis. We hypothesized that characteristics of the space environment (i.e., diet, radiation, and altered gravity) would alter the intestinal microbiota and epithelium. Therefore the aims of the independent studies summarized in this work were to characterize the effects of: 1) low LET radiation exposure and high Fe diet, 2) partial weight bearing (1/6 G) and high LET radiation exposure, and 3) short term spaceflight, on the intestinal microbiota, mucosal expression of gene targets associated with microbial signaling and epithelial repair, and measurements of colonic injury and inflammation in rodents.

## Materials and Methods

### Animals and diets

The experiments outlined below describe three independent studies. Experimental design was optimized for each study individually in order to execute funded experiments, which were not associated with this body of work. Thus, animal model, control diet, and housing continuity across experiments was not possible. Furthermore, funding for methodologies described herein was limited and dictated scope of analysis.

#### Experiment 1—fractionated low LET gamma radiation and high dietary iron in rats

The aim of Experiment 1 was to characterize the impacts of fractionated doses of low LET radiation exposure and high dietary iron on fecal bacterial populations and colon homeostasis. Thirty two, 12-week-old, male Sprague-Dawley rats (Charles River Laboratories, Wilmington, MA, USA) were acclimated to an adequate iron diet (45 mg iron (ferric citrate)/kg diet) for 3 weeks (AIN-93G; Research Diets, New Brunswick, NJ, USA) and then assigned to one of four groups: adequate Fe diet/no radiation (CON), adequate Fe diet/radiation (RAD), high Fe diet (650 mg iron (ferric citrate)/kg diet)/no radiation (IRON), and high Fe diet/radiation (IRON+RAD). Animals received the assigned diet for 4 weeks. On day 14 of the experiment, animals began exposures to a 0.375 Gy fractionated radiation dose of ^137^Cs every other day for 16 days (3 Gy total dose) at the NASA Johnson Space Center. Animals in both the sham and radiation groups were placed in a restraint tube (Battelle, Geneva, Switzerland) for about 10 min per treatment session. On day 29 (24 h after last radiation exposure), animals were euthanized using isoflurane vapor. The colon was resected, feces removed for microbial sequencing analysis, and colonic mucosa scraped in order to determine gene expression. Experiments outlined in this work are an extension of a previous study, which analyzed the impact of diet and radiation on the colon epithelium and SCFA concentrations in the feces and have been reported previously [16].

#### Experiment 2—high LET 28silicon particle exposure and partial weight bearing (1/6 G) in mice

The aims of Experiment 2 were to determine the effect of high LET radiation and partial/lunar gravity (1/6 G) on: 1) fecal bacterial populations, and 2) expression of genes involved in microbial signaling and tissue repair.

Because of sample and funding limitations in this experiment, an aliquot of extracted bacterial DNA was taken from each animal and combined into a composite sample for each experimental group. The isolated composite DNA samples were used for pyrosequencing and further phylogenetic analysis in order to perform an initial and exploratory characterization of the impact of high LET radiation and unloading on microbiota. A description of the methodologies for this experiment can be found in S1 Appendix.

#### Experiment 3—combined high LET and low LET radiation exposures and microgravity conditions during short term space flight in mice

The aims of Experiment 3 were to: 1) characterize fecal bacterial populations, 2) determine expression of genes involved in microbial signaling and tissue repair, and 3) assess colonic epithelial injury and inflammation in mice after short-term spaceflight.

Fourteen, 49-day-old, female C57BL/6 mice (Charles River, Raleigh, NC, USA) were acclimated to NASA Rodent Foodbar diets and water for 2 wk [19]. All animals were then loaded into NASA-designed animal enclosure modules (AEM’s) and given *ad libitum* access to food and water for the remainder of the study. Half of the animals were flown on the Space Shuttle Atlantis mission STS-135 for a period of 13 days. Lights in both the ground and flight AEM were on a 12/12 h light/dark cycle. Following landing (3–7 hours), all animals were anesthetized by isoflurane gas and euthanized by decapitation. The colon was resected, feces removed, a 1 cm section of the colon was fixed for histological preparations, and the remainder of the colon mucosa was harvested by scraping as part of a tissue sharing program.

### Sample collection and processing

#### Scraped mucosa

After fecal material was removed, the colon was washed twice in RNase free Phosphate-Buffered Saline (PBS) and scraped on a chilled RNase free surface.

Experiment 1. Mucosa was transferred to an RNase free homogenization tube along with 500 μl of Denaturation Solution (Ambion, Austin, TX), homogenized by pipetting 6–7 times, snap frozen, then transported to Texas A&M University on dry ice and stored at -80°C.

Experiment 3. Mucosa was transferred to an RNase free homogenization tube along with 500 μl of RNA*later* (Ambion, Austin, TX), snap frozen, then transported to Texas A&M University on dry ice and stored at -80°C.

#### Feces collection and microbial DNA isolation

Upon resection of the colon at termination, fresh fecal samples were collected and transferred to sterile cryotubes, snap frozen, then transported to Texas A&M University on dry ice and stored at -80°C. DNA was isolated from homogenized fecal samples using a FastDNA SPIN kit according to the manufacturer’s instructions (MP Biomedicals, Solon, OH) [20]. This method includes a physical disruption step to ensure genomic DNA isolation from Gram positive bacteria. Purified DNA was stored at -80°C. A negative control containing H_2_O instead of sample was purified in parallel to each set of extractions to screen for contamination of extraction reagents.

Bacterial DNA isolated from each sample collected in Experiments 1 and 3 was used for pyrosequencing and further phylogenetic analysis (described below). For reasons previously described, composite samples generated for each treatment in Experiment 2 were used for these analyses.

### Inflammation and injury histological scores

In Experiment 3, a 1 cm segment was removed from the distal end of the colon and fixed in 70% EtOH solution prior to embedding in paraffin. Paraffin embedded sections were stained with hematoxylin and eosin (H&E), and the degree of inflammation and morphological injury induced by space flight was assessed by a board-certified pathologist in a blinded manner. The degrees of inflammation (score of 0–3) and epithelial injury (score of 0–3) in microscopic cross sections of the colon were graded as described previously [21].

### Measurement of gene expression using real-time PCR

Total RNA was isolated from scraped mucosal samples using Phase Lock Gel tubes (5 Prime, Gaithersburg, MD) and the ToTALLY RNA Kit or RNAqueous kit (Ambion, Austin, TX) followed by DNase treatment (DNA-*free* Kit, Ambion, Austin, TX). RNA quality was assessed using an Agilent Bioanalyzer. First strand cDNA was synthesized using random hexamers, oligo dT primer (Promega, Madison, WI), and Superscript III Reverse Transcriptase following manufacturer’s instructions (Invitrogen, Carlsbad, CA).

Real-time PCR was performed on select genes involved in the TLR signaling cascade (i.e., TLR2, TLR4, TLR9, MyD88, NFκB, TNFα, IL-6, IL-1b), short chain fatty acid transport (i.e., Slc16a1, Slc5a8), and epithelial barrier restitution (i.e., TGFβ, TFF3) using Taqman Array Plates (Applied Biosystems, Foster City, CA) and a ABI 7900 HT thermocycler (Applied Biosystems, Foster City, CA) (S1 Table). To screen for potential contamination of PCR reagents, a negative PCR control of H_2_O instead of cDNA template was used. Expression levels were normalized to 18S gene expression.

### 16S rRNA bacterial tag-encoded FLX amplicon pyrosequencing

16S amplicon sequencing was performed as previously described [22]. Briefly, initial amplification of the V1-V2 region of the bacterial 16S rDNA was performed on total DNA isolated from fecal samples. Master mixes for these reactions used the Qiagen Hotstar Hi-Fidelity Polymerase Kit (Qiagen, Valencia CA) with a forward primer composed of the Roche Titanium Fusion Primer A (5’-CCATCTCATCCCTGCGTGTCTCCGACTCAG -3’), a 10 bp Multiplex Identifier (MID) sequence (Roche, Indianapolis, IN) unique to each of the samples, and the universal bacteria primer 8F (5'-AGAGTTTGATCCTGGCTCAG-3') [23]. The reverse primer was composed of the Roche Titanium Primer B (5’-CCTATCCCCTGTGTGCCTTGGCAGTCTCAG -3’), the identical 10 bp MID sequence as the forward primer and the reverse bacteria primer 338R (5’-GCTGCCTCCCGTAGGAGT-3’) [24] which span the V1-V2 hypervariable region of the bacterial 16S rDNA [24]. The thermal profile for the amplification of each sample had an initial denaturing step at 94°C for 5 minutes, followed by a cycling of denaturing of 94°C for 45 seconds, annealing at 50°C for 30 seconds and a 90 second extension at 72°C (35 cycles), a 10 minute extension at 72°C and a final hold at 4°C. Each sample was individually gel purified using the E-Gel Electrophoresis System (Life Technologies, Invitrogen). To ensure equal representation of each sample in the sequencing run, each barcoded sample was standardized by calculating equimolar amounts prior to pooling. Pooled samples of the 16S rDNA multiplexed amplicons were sequenced on a Roche 454 Genome Sequencer FLX Titanium instrument (Microbiome Core Facility, Chapel Hill NC) using the GS FLX Titanium XLR70 sequencing reagents and protocols.

### Amplicon sequencing data analysis

Analysis of amplicon sequencing data was carried out using the QIIME pipeline [25]. The combined raw sequencing data plus metadata describing the samples were de-multiplexed and filtered. Next, data were denoised using Denoiser software as described previously [26]. Sequences were grouped into OTUs (Operational Taxonomic Units) at a 97% level to approximate species-level phylotypes using Uclust [27]. OTU sequences were aligned and OTU tables containing the counts of each OTU in each sample were used to calculate mean species diversity of each sample (alpha diversity) and the differentiation among samples (beta diversity). Alpha and beta diversity measures were used to calculate a Chao species richness estimate and a Shannon Weaver diversity index for each sample [28, 29]. To evaluate the similarities between bacterial communities a combination of Unifrac significance and principal coordinate analysis (PCoA) using Fast Unifrac [30] and network analysis were performed to compare samples based on sample time and treatment.

The 16S rRNA gene sequences obtained were deposited into NCBI’s Sequence Read Archive (SRA) database with accession number GSE68738.

### Statistical analysis

Data were analyzed using two-way analysis of variance (ANOVA) or one sample t-test (TTEST) in SAS 9.1 (SAS Institute, Inc.). Differences detected by pairwise comparisons with *P*-values <0.05 are indicated in each table by superscripts (a, b, c). Data sets from Experiment 3 that were not normally distributed were analyzed using Kruskal-Wallis test. On completion of all analyses, the uncorrected *P*-values underwent a single multiple-testing correction procedure using the Benjamini and Hochberg false discovery rate (FDR) method. Q values are reported for results remaining significant after adjusting for multiple comparisons (0.2 threshold). Within each table, pairwise comparisons with a q value <0.2 are indicated with an asterisk.

## Results

### Experiment 1—Effects of low LET gamma radiation exposure and high dietary iron on the intestinal microbiota in rats

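Feces of 32 rats were used for pyrosequencing of part of the bacterial 16S rRNA gene, a marker whose sequence tells bacterial taxa apart. CON and RAD rats received 45 mg iron/kg diet and IRON and IRON+RAD rats 650 mg iron/kg diet for 4 weeks, and RAD and IRON+RAD rats received 3 Gy of gamma radiation in fractions of 0.375 Gy. The sample labels give 9 CON, 8 RAD, 7 IRON and 8 IRON+RAD rats, whereas Table 1 of the paper gives n = 8 in each group, and the paper's materials do not name the animals of each group, so all rats were kept in their labelled groups. The lowest number of reads per rat was 3167 in CON (median 4705), 4056 in RAD (median 4551), 3716 in IRON (median 4609) and 2250 in IRON+RAD (median 4523). The authors filtered and denoised the reads in QIIME, grouped them into operational taxonomic units (OTUs, clusters of reads at 97% identity that stand in for species) and gave each OTU a taxonomic name. The deposited table holds whole read counts per OTU and rat, not scaled to a common depth. Counts were summed per phylum and order and divided by all reads of the rat. Pairs of groups were compared with 2-sided exact permutation tests of the mean difference, and the effects of radiation and iron with permutation tests of 100000 resamples within the other factor. The Benjamini-Hochberg adjustment ran over the 99 tests of 11 measures, with the paper's threshold of q = 0.2. PCR reads are not independent molecules, so depth alone covers counting error only.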

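Clostridiales, the order that holds many fermenting anaerobes of the colon, made up 34.0% ± 15.2 of the reads in CON (SD, n = 9) and 20.1% ± 8.46 in RAD (SD, n = 8). It made up 26.5% ± 11.4 in IRON (SD, n = 7) and 20.3% ± 12.0 in IRON+RAD (SD, n = 8). The radiation effect, averaged over both diets, was -10.0 percentage points (permutation test, p = 0.0254, q = 0.381). RAD differed from CON by -13.8 percentage points, with 0 of 8 RAD rats above the CON mean (exact permutation test, p = 0.0308, q = 0.381). IRON+RAD differed from CON by -13.7 percentage points, with 2 of 8 rats above the CON mean (exact permutation test, p = 0.0564, q = 0.456). These values did not pass the q threshold. In the CON rats JSC.6171 to JSC.6179 the share was 65.3%, 45.7%, 30.0%, 38.4%, 17.8%, 35.6%, 32.9%, 23.5% and 16.5%, and in the IRON rats JSC.6180 to JSC.6186 it was 45.9%, 33.4%, 30.6%, 12.2%, 22.6%, 24.3% and 16.1%. Most Clostridiales reads had no name below the order. That unnamed part was 25.0% ± 14.2 in CON, 14.5% ± 8.15 in RAD, 18.0% ± 5.17 in IRON and 11.0% ± 5.61 in IRON+RAD, and was lower with radiation by a log2 fold change of -0.84 (standard error 0.31, adjusted p = 0.0442 from edgeR's quasi-likelihood test). The adjusted p was between 0.0525 and 0.121 without any 1 of RAD JSC.6187, JSC.6189, JSC.6190 and JSC.6193, IRON+RAD JSC.6195, JSC.6196, JSC.6197, JSC.6199, JSC.6200 and JSC.6202, or CON JSC.6173, JSC.6174, JSC.6175, JSC.6176 and JSC.6178.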

We observed a significant radiation effect on the *Clostridiales* order (q = 0.17, S2 Table), with CON having a significantly higher proportion of *Clostridiales* compared to RAD and IRON+RAD (both q = 0.14, Fig 1). 

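Reads that were placed in the Bacteroidetes phylum but had no order name made up 20.0% ± 12.6 of the reads in IRON+RAD rats (SD, n = 8), against 8.99% ± 5.43 in CON (SD, n = 9), 9.83% ± 5.96 in RAD (SD, n = 8) and 8.88% ± 3.57 in IRON (SD, n = 7). The difference from CON was 11.0 percentage points (exact permutation test, p = 0.0251, q = 0.381) and that from IRON was 11.1 percentage points (exact permutation test, p = 0.0359, q = 0.395). The difference from RAD was 10.2 percentage points (exact permutation test, p = 0.0566, q = 0.456). Of the 8 IRON+RAD rats, 4 lay above the highest CON rat and 5 above the highest IRON rat. By edgeR these reads had no call for radiation (log2 fold change 0.68, adjusted p = 0.197) or iron (log2 fold change 0.89, adjusted p = 0.239). Their interaction had no call either (log2 fold change 0.17, standard error 0.81, adjusted p = 0.894 from edgeR). The highest shares were 39.6% in IRON+RAD rat JSC.6199 and 37.2% in IRON+RAD rat JSC.6195, and in these rats Bacteroidales, the main order of the phylum, made up 8.93% and 4.81% of the reads. Parabacteroides, the main genus of Bacteroidales in the rats, made up 48.0% ± 20.9 of the reads in CON, 57.2% ± 16.6 in RAD, 54.7% ± 11.1 in IRON and 42.3% ± 26.7 in IRON+RAD, with no call for radiation by edgeR (adjusted p = 0.848).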

IRON+RAD had a significantly higher abundance of Unknown OTUs within the *Bacteroidetes* phylum compared to CON, RAD, and IRON groups (q<0.2, S2 Table). 

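Species diversity, as the Shannon Weaver index on the base 2 logarithm over OTUs, was 2.89 ± 0.416 in CON (SD, n = 9), 2.85 ± 0.716 in RAD (SD, n = 8), 3.00 ± 0.657 in IRON (SD, n = 7) and 3.37 ± 0.980 in IRON+RAD (SD, n = 8). The radiation effect was 0.166 (permutation test, p = 0.530, q = 0.808), the iron effect was 0.316 (permutation test, p = 0.222, q = 0.714) and their interaction was 0.424 (permutation test, p = 0.395, q = 0.728). The radiation and iron effects were smaller than the SD of each group. Without IRON+RAD rat JSC.6195 the radiation effect was 0.0474, the iron effect 0.198 and the interaction 0.188, and without IRON rat JSC.6180 they were 0.276, 0.206 and 0.645. The highest index was 5.03 in IRON+RAD rat JSC.6195 and the lowest was 2.07 in RAD rat JSC.6193. OTUs with more than 1 read covered between 97.2% and 99.3% of the reads of each rat.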

We observed no significant differences in species diversity (Shannon Weaver index) in response to dietary iron level, irradiation or their interaction (Table 1). Although not statistically significant, species richness (Chao index) was numerically higher in IRON+RAD rats compared to IRON rats (Table 1). Additionally, we observed relatively large changes in the following phylogenetic taxa that did not reach significance after adjusting for multiple comparisons. 

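The Chao index, an estimate of the number of OTUs that allows for unseen ones, was 266 ± 63.6 in IRON+RAD rats (SD, n = 8) and 238 ± 28.2 in IRON rats (SD, n = 7). The difference of 27.5 was smaller than the spread within IRON+RAD (exact permutation test, p = 0.343, q = 0.714). IRON+RAD rats JSC.6195 and JSC.6196 had indices of 364 and 366, and the highest IRON rat had 275. Without JSC.6196 the difference was 13.1. The index was 229 ± 30.3 in CON (SD, n = 9) and 234 ± 50.2 in RAD (SD, n = 8). The median number of OTUs seen per rat was 155 in CON, 163 in RAD, 151 in IRON and 159 in IRON+RAD.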

The abundance of *Firmicutes* was lower in the RAD group compared to CON (S2 Table). 

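Firmicutes, the phylum of Clostridiales and Lactobacillales, made up 25.2% ± 11.1 of the reads in RAD (SD, n = 8) and 36.9% ± 16.6 in CON (SD, n = 9). The difference was -11.7 percentage points, and 1 of 8 RAD rats lay above the CON mean (exact permutation test, p = 0.109, q = 0.674). Bacteroidetes, the other main phylum, made up 68.8% ± 12.0 in RAD and 57.7% ± 17.3 in CON, and 6 of 8 RAD rats lay above the CON mean (exact permutation test, p = 0.150, q = 0.714). Over both diets the radiation effect was -5.67 percentage points on Firmicutes (permutation test, p = 0.255) and 5.33 percentage points on Bacteroidetes (permutation test, p = 0.328). Without CON rat JSC.6171 these effects were -3.50 and 3.10 percentage points, and the RAD minus CON differences -7.35 on Firmicutes and 6.63 on Bacteroidetes.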

IRON rats tended to have an increased proportion of *Bacteroidetes* (17%) and decreased proportion of *Firmicutes* (31%) compared to CON. 

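In IRON rats (n = 7) Bacteroidetes made up 64.7% ± 13.3 of the reads (SD), which is 12.0% above the CON mean in relative terms (exact permutation test, p = 0.404, q = 0.728). Firmicutes made up 28.6% ± 11.3 (SD), a relative change of -22.4% from CON (exact permutation test, p = 0.288, q = 0.714). Across CON rats JSC.6171 to JSC.6179 Bacteroidetes ranged from 22.1% in rat JSC.6171 to 77.9% in rat JSC.6179, and across IRON rats JSC.6180 to JSC.6186 from 37.6% in rat JSC.6180 to 79.5% in rat JSC.6183. The relative change of Bacteroidetes was 3.98% without CON rat JSC.6171 and 19.8% without IRON rat JSC.6180, and that of Firmicutes -11.997% and -32.0%. Each CON rat was counted as IRON in turn, which gives 8 rats in each group as in the paper. The Bacteroidetes difference reversed to -2.84 percentage points and the Firmicutes difference to 1.47 only with JSC.6171, the CON rat of lowest Bacteroidetes share. With each other CON rat both differences kept the direction of the main values. The tests of single taxa and of taxon lists took the iron effect as an average over sham and irradiated rats. They did not compare IRON with CON alone. By edgeR, 0 of 28 genus-level taxa changed with iron, with 4 at an unadjusted p under 0.05, and DESeq2 also called 0, with 3. Of 236 OTUs edgeR called 0, with 28 at an unadjusted p under 0.05, and DESeq2 called 1. The edgeR count was 2 without CON rat JSC.6178 and 1 without CON rat JSC.6174 or JSC.6179. The taxon of smallest p was Dorea of the Lachnospiraceae, at a log2 fold change of 2.18 (standard error 0.80, adjusted p = 0.164 from edgeR). No taxon list differed with iron on this average (permutation tests, q = 0.945 over the lists), which can hide opposite shifts. Ruminococcaceae made up 2.05% in CON and 0.723% in IRON, but 1.98% in RAD and 3.41% in IRON+RAD. Of the 3 Lachnospiraceae members tested, 0 passed edgeR over all taxa and 1, Dorea, passed when adjusted over the list alone. Of these members 1 had an unadjusted p under 0.05 and 0 were called by DESeq2.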

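Lactobacillales, the order of the lactic acid bacteria, made up 0.0883% ± 0.0681 of the reads in CON (SD, n = 9), 3.30% ± 8.23 in RAD (SD, n = 8), 0.0664% ± 0.0621 in IRON (SD, n = 7) and 6.05% ± 7.82 in IRON+RAD (SD, n = 8). IRON+RAD rats lay 5.96 percentage points above CON, and 6 of 8 lay above the highest CON rat (exact permutation test, p = 0.000576, q = 0.0570). It was the 1 of 99 comparisons of the rats that passed the q threshold. Its q was 0.215 without CON rat JSC.6171, JSC.6172, JSC.6176 or JSC.6178. IRON+RAD rats lay 5.98 percentage points above IRON, and 7 of 8 lay above the highest IRON rat (exact permutation test, p = 0.0260, q = 0.381). RAD rats lay 3.22 percentage points above CON, and 5 of 8 lay above the highest CON rat (exact permutation test, p = 0.0158, q = 0.381). The RAD mean rests largely on rat JSC.6187, which had 23.6%, and the RAD median was 0.357%. Without that rat the RAD mean was 0.398%, or 0.309 percentage points above CON. Without IRON+RAD rat JSC.6198 the IRON+RAD mean was 3.90%, or 3.81 percentage points above CON and 3.83 above IRON. Averaged over both diets, the radiation effect was 4.60 percentage points (permutation test, p = 0.0100, q = 0.381), with q = 0.0814 on ranks and q = 0.0285 on the log2 scale.

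**Figure D1:**
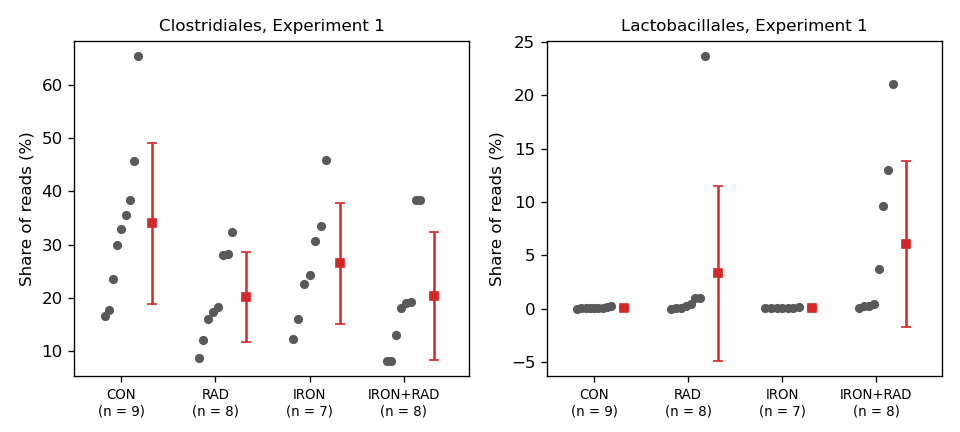
Share of reads (%) in Clostridiales and in Lactobacillales in each rat of Experiment 1, one gray point per rat, with the group mean and SD as a red square and bar. Lactobacillales reached 23.6% in 1 RAD rat and 21.1% in 1 IRON+RAD rat, while the highest CON rat had 0.234% and the highest IRON rat 0.200%.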

RAD elevated *Lactobacillales* with IRON+RAD having a higher proportion compared to CON and IRON.

**Table 1:** Chao and Shannon Weaver indices for microbial populations in the feces of rats and mice exposed to various space-relevant environmental conditions.^1^

	Experiment 1				Experiment 3	
	CON (n = 8)	RAD (n = 8)	IRON (n = 8)	IRON+RAD (n = 8)	Ground (n = 7)	Flight (n = 7)
Shannon Weaver	2.70 ± 0.11^a^	2.62 ± 0.23^a^	2.67 ± 0.23^a^	3.12 ± 0.32^a^	4.46 ± 0.27^a^	4.04 ± 0.27^a^
Chao	68.19 ± 2.49^ab^	67.22 ± 5.15^ab^	62.70 ± 4.24^a^	80.44 ± 8.63^b^	84.81 ± 4.74^a^	82.95 ± 14.01^a^

^1^Data are LS mean±SEM.

Means differing after initial analysis are indicated by different superscript letters and the remaining significant pairwise comparisons after performing an FDR procedure are indicated by * (q<0.2).

CON = control iron diet/sham radiation, RAD = control iron diet/low LET γ radiation, IRON = high iron diet/sham radiation, IRON+RAD = high iron diet/low LET γ radiation.

**Fig 1:**
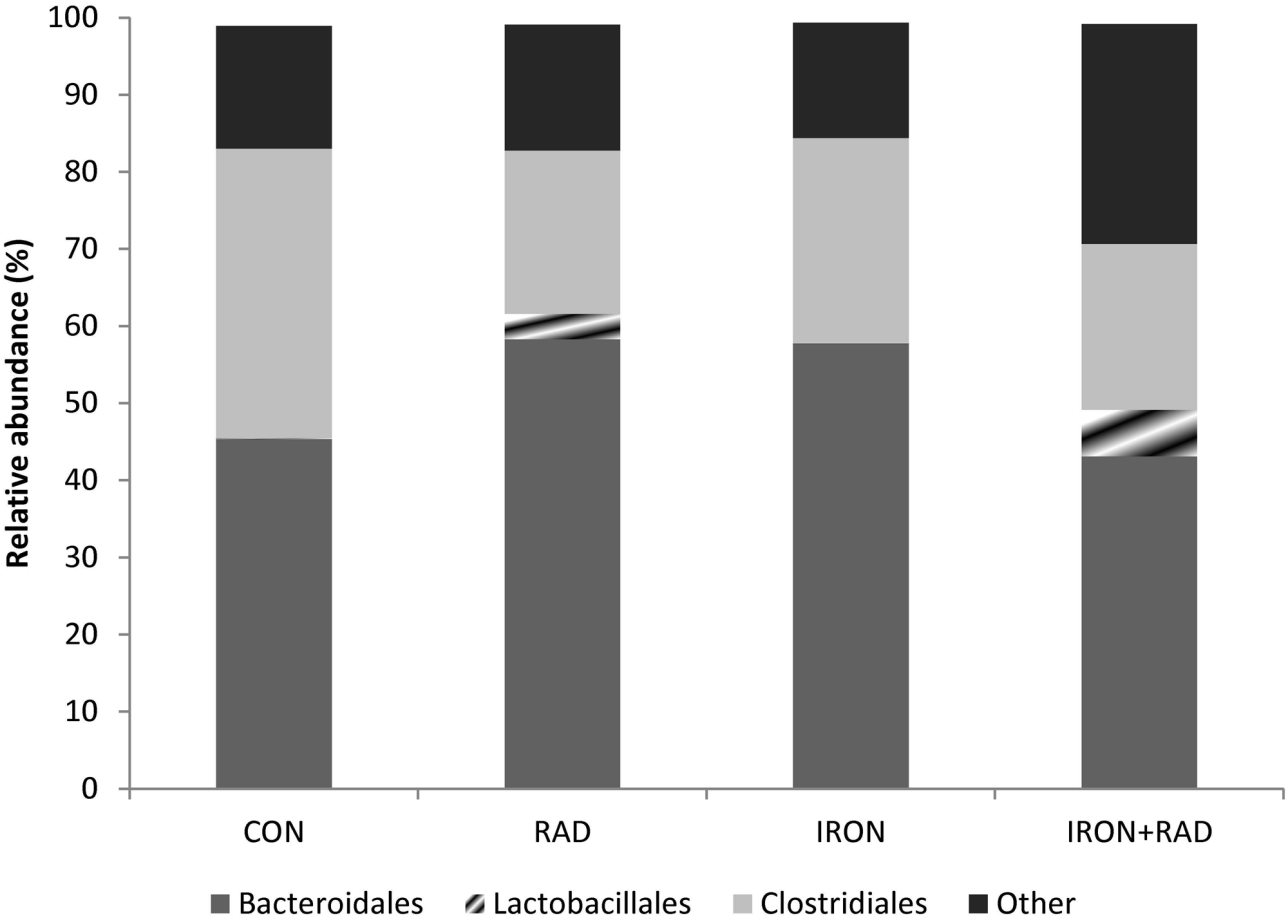
Relative abundance (%) of bacterial taxa at the order level in the feces of rats resulting from exposure to high dietary iron or low LET radiation (Experiment 1). Actual values in S2 Table.

### Experiment 2—Effect of high LET ^28^Si particle exposure and PWB on mucosal gene expression and the intestinal microbiota in mice

The outcomes from this preliminary experiment, which measured the effect of high LET radiation exposure alone or in combination with unloading using a validated ground-based model of microgravity, did not provide an opportunity to detect statistical differences in bacterial populations among treatment groups, as composite samples were used for analysis. However, there were relatively large changes in the proportion of some bacterial orders detected with unloading (S1 Appendix, S3 Table). 

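Experiment 2 holds 4 composite DNA samples, each pooled from 7 mice: weight bearing sham (WB SHAM), weight bearing irradiated (WB RAD), lunar gravity sham (LUN SHAM) and lunar gravity irradiated (LUN RAD). Lunar gravity was a partial weight load of 1/6 of Earth gravity, and the radiation was a single 0.05 Gy dose of silicon ions. The authors processed the reads in QIIME into OTUs at 97% identity. The deposited files of the composites list aligned OTU sequences without read counts or taxonomic names, so the depth is unknown, shares of taxa were not analysed here, and there is no replicate. How the listed sequences were chosen is not given in the sources used here. Sequences with at least 200 bases after 12 bases were taken off the 3 prime end were compared between composites, and sequences with at least 97% identity were taken as matching. Of the 27 WB SHAM sequences, 7 matched a WB RAD sequence, 8 a LUN SHAM sequence and 12 a LUN RAD sequence. Of the 37 LUN SHAM sequences, 10 matched a LUN RAD sequence, 7 a WB SHAM sequence and 12 a WB RAD sequence. No match in any other composite was found for 13 of 27 WB SHAM, 12 of 26 WB RAD, 19 of 37 LUN SHAM and 26 of 51 LUN RAD sequences.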

We did not observe a significant effect of radiation or partial weight-bearing on relative expression of any gene targets analyzed (S1 Table).

### Effect of spaceflight on colon morphology, mucosal gene expression, and intestinal microbiota in mice (Experiment 3)

#### Body weight and experimental diet intake

Post flight, we observed significantly lower body weights in flight mice compared to ground controls (Fig 2A). Food intake was not significantly different between groups (not shown), however, water intake during flight was significantly suppressed in flight mice compared to ground mice (Fig 2B). STS-135 radiation dosimetry revealed that the animals were exposed to a maximum measured dose of 5.46 ± 0.07 mGy, consisting of 112.6 μG/d galactic cosmic rays and 117.8 μGy/d trapped particles.

**Fig 2:**
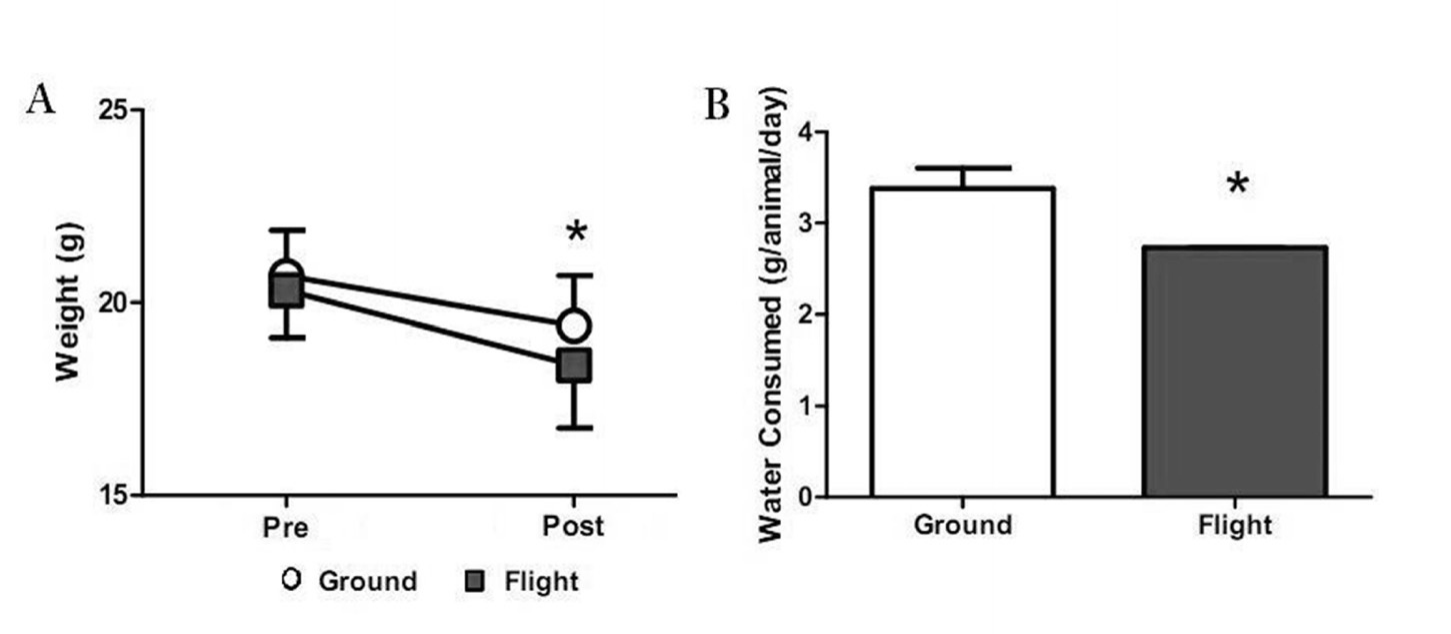
A) Mean body weight was significantly lower in flight mice compared to ground controls post-flight (p<0.05). B) Total water consumption was significantly lower in flight mice compared to ground controls. Means with * differ between ground and flight mice (p<0.05). Data are LS means ±SEM.

#### Microbial diversity, species richness, and taxonomic structure analysis

We observed a tendency for reduced species richness and diversity in flight mice relative to the ground control mice, these differences were not significant (Table 1). 

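Feces of 14 female mice were sequenced in the same way, 7 flown for 13 days on the Space Shuttle and 7 kept on the ground in the same kind of enclosure. The reads per mouse ranged from 1949 to 4041 in Ground (median 3021) and from 66 to 5134 in Flight (median 4086). Flight mouse F66 had 66 reads, which gives its shares wide counting error, and was kept in the main tests. The authors made the counts with the same QIIME steps, in the same deposited table as those of the rats. Shares were tested with 2-sided exact permutation tests of Flight against Ground, adjusted over the 11 measures of this experiment. Flight and Ground were labelled for separate mice with no shared replicate number, so they were not paired.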

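The Shannon Weaver index was 4.46 ± 0.755 in Flight (SD, n = 7) and 4.63 ± 0.441 in Ground (SD, n = 7), a difference of -0.170 that is smaller than the spread between mice (exact permutation test, p = 0.612, q = 0.729), and 0.00691 without Flight F64. The Chao index was 264 ± 91.2 in Flight and 231 ± 42.2 in Ground, with 5 of 7 Flight mice above the Ground mean (exact permutation test, p = 0.404, q = 0.635). Without Flight F52 the difference of 33.9 between the means was 9.13. The lowest Chao index, 114, was that of Flight mouse F66. Without that mouse the Flight mean was 289.5 ± 68.8 (SD, n = 6).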

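Flight and Ground mice differed on the Bray-Curtis distance of their OTU shares, a measure of how differently reads are spread over OTUs. The grouping took up 19.2% of the variation between mice (PERMANOVA, exact permutation over 3432 splits, p = 0.00291), and 18.2% without the Flight mouse of 66 reads (exact permutation, p = 0.0128). Flight mice also lay further from each other than Ground mice did, and the test responds to such a difference in spread as well as to a shift between the groups. UniFrac, which needs a tree of the sequences, was not used here. Of the 167 OTUs tested by edgeR, 3 differed between Flight and Ground, 36 had an unadjusted p under 0.05, and DESeq2 called 4. Without the Flight mouse of 66 reads edgeR called 1, higher in Flight. Mucispirillum, a genus of the Deferribacteres that lives in the mucus layer, had reads in 6 of 7 Flight mice and in 1 of 7 Ground mice, with 321 reads against 1. Flight mouse F74 held 247 of the 321 reads. All of its mouse reads were in OTU 517, which had a log2 fold change of 6.62 (standard error 1.30, adjusted p = 0.00812 from edgeR). OTU 58 of the genus Ruminococcus had 211 reads in 4 Flight mice and 2 reads in 2 Ground mice (log2 fold change 6.04, adjusted p = 0.0366 from edgeR). OTU 596 of the genus Lactobacillus had 8 reads in 2 Flight mice and 1089 reads in 5 Ground mice (log2 fold change -7.21, adjusted p = 0.0366 from edgeR).

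**Figure D2:**
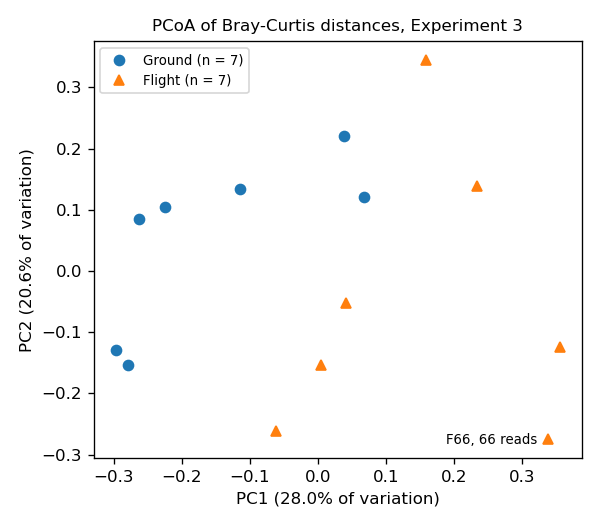
Principal coordinates of the Bray-Curtis distances between the 14 mice of Experiment 3, with PC1 (28.0% of variation) on the horizontal and PC2 (20.6%) on the vertical axis. Blue circles are Ground mice and orange triangles are Flight mice, and the mouse with 66 reads is named.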

Unifrac and principal coordinate analysis (PCoA) of all sequences for each sample, represented as a discrete data point without overlap, revealed distinct clustering of samples collected from ground and flight mice (Fig 3), yet we observed no significant differences in OTUs at the phylum level (S4 Table). Flight mice had a numerically higher proportion *Bacteroidetes* (8%) and lower proportion of *Firmicutes* (14%) compared to ground mice (Fig 4). 

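Bacteroidetes made up 49.8% ± 16.7 of the reads in Flight (SD, n = 7) and 45.96% ± 16.3 in Ground (SD, n = 7), a relative difference of 8.35% (exact permutation test, p = 0.663, q = 0.729). Firmicutes made up 37.7% ± 19.9 in Flight and 44.5% ± 17.9 in Ground, a relative difference of -15.2% (exact permutation test, p = 0.508, q = 0.698). The spread between mice was larger than either difference, and leaving out single mice moved the Bacteroidetes difference between 0.297 (without Flight F54) and 7.53 (without Ground G32) percentage points and the Firmicutes difference between -11.0 (without Flight F64) and -2.76 (without Flight F66) percentage points. Within Bacteroidetes, the order Bacteroidales made up 30.5% ± 12.7 in Flight and 20.3% ± 7.76 in Ground (exact permutation test, p = 0.0892, q = 0.245, and 0.186 without Ground G32), and the difference of 10.2 percentage points was 6.46 without Flight F66. The taxa fixed as users of mucin, the glycoprotein of mucus, were Bacteroides, Akkermansia and Mucispirillum, and together rose to 22.5% ± 10.9 in Flight from 8.88% ± 4.53 in Ground (exact permutation test, p = 0.00583, q = 0.0524 over the lists). Most of this was Bacteroides, at 21.2% ± 10.9 in Flight and 8.82% ± 4.51 in Ground, which had no call by edgeR (log2 fold change 0.77, adjusted p = 0.279) but a call with library totals in place of TMM (adjusted p = 0.0485) and with DESeq2 (log2 fold change 1.18). The edgeR adjusted p of Bacteroides was 0.0446 without Ground G20, 0.0376 without Ground G32, 0.0474 without Flight F64 and 0.0131 without Flight F74. Of the 3 members, 1 rose by edgeR, Mucispirillum, and 1 also when adjusted over the list alone, while DESeq2 called 2, Mucispirillum and Bacteroides. From the direction of both phyla, the paper proposes that the mixed radiation of flight acts on the main phyla much as a single type of radiation does.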

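Erysipelotrichales, an order of Firmicutes, made up 7.11% ± 5.71 of the reads in Ground mice (SD, n = 7) and 0.444% ± 0.627 in Flight mice (SD, n = 7). The difference was -6.67 percentage points, 0 of 7 Flight mice lay above the Ground mean, and it passed the q threshold (exact permutation test, p = 0.0152, q = 0.167). Without Flight F66, in which 1 of 66 reads was of this order, the Flight mean was 0.266% ± 0.452 (SD, n = 6). On ranks q was 0.267 and on the log2 scale 0.216, and it was 0.212 to 0.276 without any 1 of Flight F52, F54, F60, F64 and F74. Nearly all of these reads were Turicibacter, at 7.11% ± 5.71 in Ground and 0.442% ± 0.629 in Flight, or 0.263% without Flight F66, with 1369 and 60 reads. Its log2 fold change was -4.95 (standard error 1.63, adjusted p = 0.0374 from edgeR). The adjusted p was between 0.0568 and 0.111 without any 1 of Ground G20, G28, G32, G36 and G40 and Flight F58, F66 and F74.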

Ground mice had a numerically higher proportion of *Erysipelotrichales* compared to flight mice. Flight mice had a numerically higher proportion of *Clostridiales* (60%) and numerically lower proportion of *Lactobacillales* (62%) compared to ground mice (Fig 4).

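Clostridiales made up 26.6% ± 20.8 of the reads in Flight (SD, n = 7) and 10.7% ± 5.56 in Ground (SD, n = 7), a difference that is 59.8% of the Flight mean, and 6 of 7 Flight mice lay above the Ground mean (exact permutation test, p = 0.0647, q = 0.245). Without the Flight mouse of 66 reads q was 0.106 and without Flight F58 it was 0.0919, and without Flight F64 the difference was 10.0 percentage points against 15.9 with all mice. Lactobacillales made up 9.95% ± 14.2 in Flight and 26.3% ± 18.0 in Ground, a relative difference of -62.1%, and 1 of 7 Flight mice lay above the Ground mean (exact permutation test, p = 0.0857, q = 0.245, and 0.0919 to 0.186 without any 1 of Ground G28, Ground G32 and Flight F58). Nearly all Lactobacillales reads were Lactobacillus, at 9.91% ± 14.2 in Flight and 26.0% ± 17.7 in Ground (log2 fold change -2.20, adjusted p = 0.192 from edgeR), and without Flight F58 the Flight mean of Lactobacillus was 5.20%.
By edgeR, 5 of 23 genus-level taxa differed, 2 higher and 3 lower in Flight. With library totals in place of TMM the split was 3 higher and 2 lower, and with DESeq2 it was 4 higher and 3 lower. The count was 1 without Ground G36 and 3 without Ground G28, Ground G40 or Flight F74. Ruminococcus, which ferments plant fiber and belongs to Clostridiales, made up 9.83% ± 18.4 in Flight and 0.109% ± 0.202 in Ground (log2 fold change 6.87, standard error 2.04, adjusted p = 0.0259 from edgeR). Its share was 50.9% in Flight mouse F64 and 0.545% in Ground mouse G40, and without these the means were 2.99% ± 3.45 in Flight and 0.0359% ± 0.0666 in Ground (SD, n = 6 each). Its adjusted p was 0.0594 without Flight F52, 0.0567 without Ground G28 and 0.0544 without Ground G36. Mucispirillum was the other higher taxon, at 0.982% ± 1.88 in Flight and 0.00696% ± 0.0184 in Ground (log2 fold change 6.58, standard error 1.41, adjusted p = 0.00412 from edgeR), and without Flight F74 the Flight mean was 0.293% ± 0.513 (SD, n = 6). Clostridium, also of Clostridiales, was lower in Flight, with 2 reads in 2 mice against 33 reads in 5 Ground mice (log2 fold change -4.23, adjusted p = 0.0140 from edgeR, and 0.0544 without Ground G36 or 0.0583 without Flight F74). Lactobacillales with no lower name had 9 reads in Flight, 6 of them in F60, and 58 in Ground, 22 of them in G20 (log2 fold change -4.12, adjusted p = 0.0259 from edgeR, and 0.0688 to 0.247 without any 1 of Ground G20, G36 and G40 and Flight F64, F66 and F74).

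**Figure D3:**
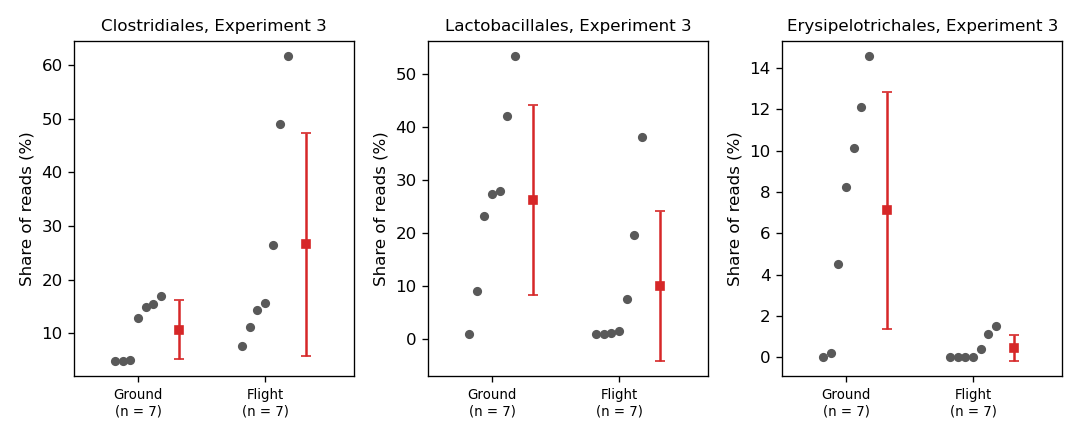
Share of reads (%) in Clostridiales, Lactobacillales and Erysipelotrichales in each mouse of Experiment 3, one gray point per mouse, with the group mean and SD as a red square and bar. Clostridiales reached 61.6% in a Flight mouse and 16.9% at most in Ground, and Erysipelotrichales 14.6% in a Ground mouse and 1.52% at most in Flight, which is 1 read in the mouse with 66 reads.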

**Fig 3:**
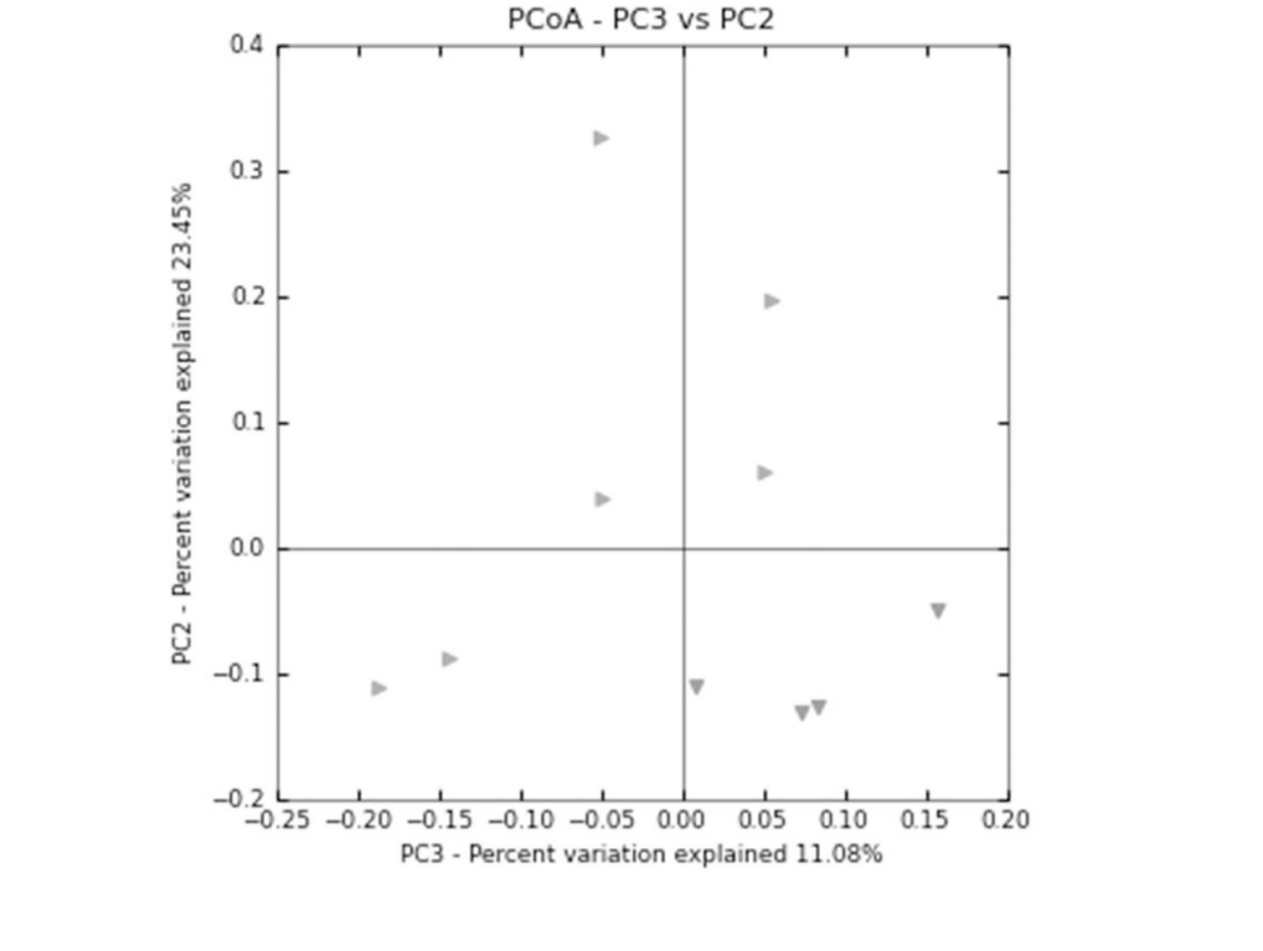
Principal coordinate analysis (PCoA) plot of samples from ground and flight mice. Flight mice data points clustered relatively tightly within the bottom right quadrant, whereas ground controls are distributed throughout the remainder of the plot. The PCoA analysis illustrates the differences in bacterial populations in the feces of flight mice compared to ground controls.

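On the Bray-Curtis scale, where 0 is the same OTU shares and 1 is no shared OTU, the distance between Flight mice averaged 0.612 over 21 pairs, with a range from 0.313 to 0.738. The distance between Ground mice averaged 0.4658 over 21 pairs, with a range from 0.346 to 0.621. The difference of 0.146 between the groups had p = 0.0385 in an exact permutation test over all splits of the mice. Without the Flight mouse of 66 reads it was 0.134 (exact permutation, p = 0.0542). Distances from Flight to Ground mice averaged 0.608 over 49 pairs, no larger than those between Flight mice.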

**Fig 4:**
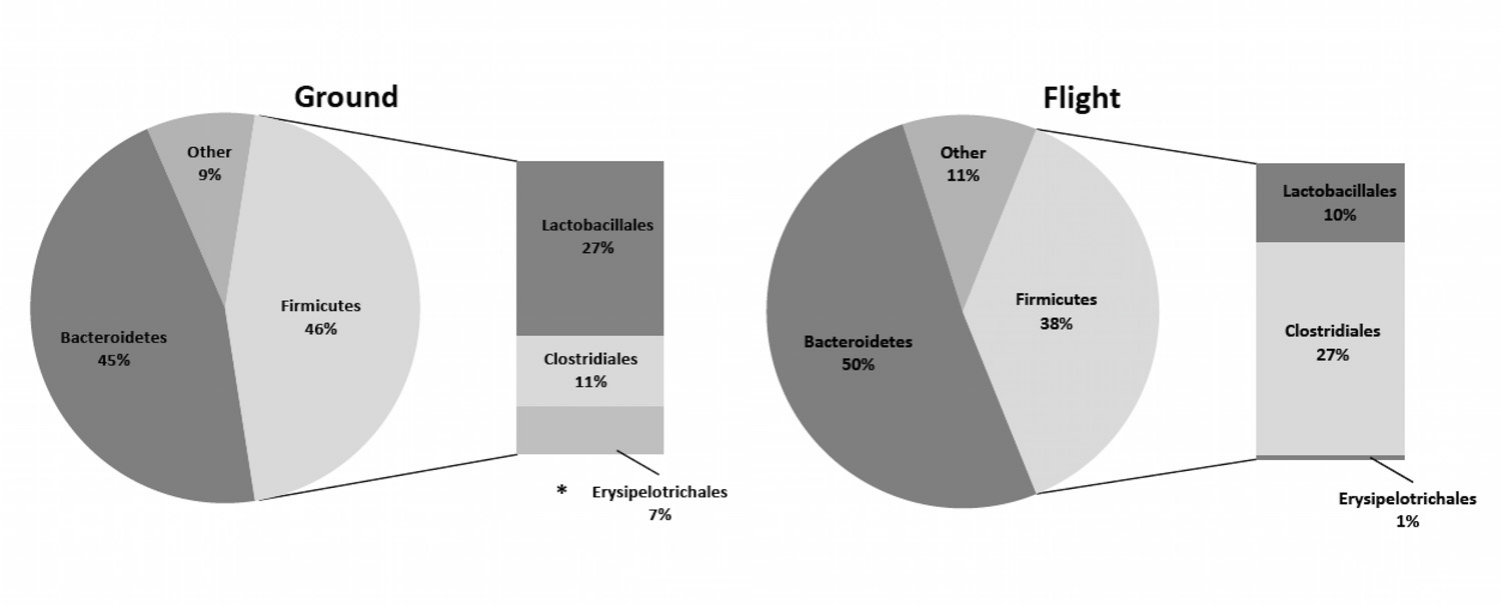
Relative abundance (%) of bacterial taxa in feces from ground versus flight mice. Taxa with * differ between ground and flight mice (p<0.05). See S4 Table for actual values.

#### Mucosal gene expression

We observed no significant differences in any gene targets analyzed. However, relative gene expression tended to be higher in TGFβ, TLR2, IL-6 and Slc16a1 in flight mice compared to ground control mice (S1 Table).

#### Immunohistochemical analysis of distal colon

To understand the effects of spaceflight (i.e., combined weightlessness and mixed radiation exposure) on intestinal injury and inflammation, histological sections of the distal colon were analyzed by a board certified pathologist. When comparing flight and ground mice, we observed no significant differences in intestinal injury (0.5 and 0.95 scores, respectively) and inflammatory infiltration (1.42 and 1.34 scores, respectively) as a result of short term exposures to the space environment.

## Discussion

Astronauts are exposed to different types of radiation composed of varying magnitudes of LET (protons, alpha particles (hydrogen), and a small percentage of heavy ions (e.g., Fe and Si) and electrons), which can penetrate shielding and create secondary particles [7]. Radiation exposure and other factors experienced during space flight such as diets high in iron and microgravity can elevate oxidative stress in the body, which has been shown to upregulate an immune response and is a factor in bone demineralization, muscle atrophy, cardiovascular deconditioning and cataracts [31–33]. Recent studies have shown that the intestinal microbiota can be altered by oxidative stress and have been implicated in gastrointestinal diseases like inflammatory bowel disease (IBD) and cardiovascular disease [18, 34–36]. Furthermore, our recent studies demonstrated that fecal concentrations of SCFAs are affected by low LET radiation exposure and high dietary iron, suggesting alterations to the microbiota or microbial metabolism [16]. The initiation and progression of intestinal inflammation is of upmost importance to astronaut health, as it known to increase the risk of colorectal cancers [37, 38]. Additionally, the effect of radiation on the body has been identified by NASA as one of the most significant risks associated with human space flight, and their recent reports estimated that the “probability of causation” for colon cancer is 3^rd^ highest in radiation induced cancers following galactic cosmic radiation exposure [39, 40].

Understanding how different radiation energies affect the intestinal tract is important, as previous studies have observed differences in cell survival, DNA repair, epithelial cell proliferation, and tumor incidence following low and high LET radiation exposure [41, 42]. Our study utilized three independent experiments to characterize how high and low LET radiation exposures, high iron diet, and weightlessness may affect the fecal microbiota and mucosal gene expression. Ideally each experiment would have a unified study design, as murine genotype (not gender) have been reported to affect the microbiota [43, 44]; however, accessibility to irradiated samples and minimal funding for additional experiments precluded this option. Furthermore, it is important to elucidate the combined effects of radiation exposure and microgravity on the colonic environment, as recent studies report a synergistic effect between these exposures and miRNA expression, immune activation, and bone loss [45–47]. Very little is known about how the space environment effects intestinal homeostasis; thus, the aim of this study was to characterize the effect of high and low LET radiation exposure, microgravity, and elevated dietary iron on the intestinal microbiota and gene targets associated with microbial derived signaling, metabolite transport, and epithelial barrier restitution.

Phylogenetic classification of fecal intestinal bacterial populations at the phylum level revealed similarities across the various treatments (i.e., low LET radiation, microgravity, elevated Fe diet). Following either low LET radiation exposure (RAD) or consumption of a high iron diet (IRON), we observed an increased proportion of *Bacteroidetes* and decreased *Firmicutes* compared to CON. 

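The interaction of radiation and iron, as the difference between the radiation effects on the high and the adequate iron diet, was -11.5 percentage points for Bacteroidetes (permutation test, p = 0.274, q = 0.714) and 12.0 percentage points for Firmicutes (permutation test, p = 0.210, q = 0.714). Without CON rat JSC.6171 these were -7.06 and 7.70 percentage points. In IRON+RAD rats (n = 8), Bacteroidetes made up 64.2% ± 16.4 of the reads and Firmicutes 29.0% ± 14.2 (SD). The IRON+RAD minus IRON difference in Bacteroidetes was -0.426 percentage points (exact permutation test, p = 0.956), with values from -4.94 without IRON rat JSC.6180 to 2.75 without IRON+RAD rat JSC.6195. Among orders, the interaction was 7.68 percentage points for Clostridiales (permutation test, p = 0.367) and 2.77 percentage points for Lactobacillales (permutation test, p = 0.497). The former was 3.76 without CON rat JSC.6171, and the latter 0.617 without IRON+RAD rat JSC.6198 and 5.67 without RAD rat JSC.6187. By edgeR 0 of 28 genus-level taxa had an interaction, with 4 at an unadjusted p under 0.05, and DESeq2 called 0, with 6. The smallest p was that of Akkermansia, with a log2 fold change of 3.48 (standard error 1.37, adjusted p = 0.267 from edgeR), the 1 of 3 mucin users that passed when adjusted over that list alone.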

We observed increased *Bacteroidetes* and decreased *Firmicutes* following high dietary iron exposure; however, we did not observe a synergistic effect of low LET radiation exposure and high dietary iron (Experiment 1). Similarly, animals exposed to 13 days of space flight had an increased proportion of *Bacteroidetes* and decreased *Firmicutes* compared to ground controls. This suggested that mixed radiation exposure associated with space flight (112.6 μG/d galactic cosmic rays and 117.8 μGy/d trapped particles), comprised of both high and low LET radiations produced similar effects to the predominant phyla as treatment with only one type of radiation (i.e., X ray or high charge (Z) energy (E) silicon nuclei (HZE)). These global observations of the predominant bacterial groups are of interest, as dysbiosis to these phyla have been linked to other sources of elevated oxidative stress in the body such as obesity and IBD [48, 49]. Interestingly, increased proportions of *Firmicutes* and decreased *Bacteroidetes* have been reported in those studies, which contrast our observations following radiation exposure, microgravity, and an elevated iron diet.

Historically, studies have shown that the presence of commensal bacterial populations increased radiation induced lethality in conventionalized (i.e., presence of microbiota) compared to germ free animals [13], but a direct mechanism was not elucidated. More recent studies report alterations to the microbiota after low LET X ray exposure (5–22 Gy), and observed distinct differences based on dose, amount of time following exposure, as well as presence of clinical signs such as radiation-induced diarrhea [14, 50]. One small pilot study used denaturing gradient gel electrophoresis (DGGE) to identify changes in the bacterial diversity of patients suffering from acute post-radiotherapy diarrhea (exposures to 4.3–5.4 Gy) [14]. They observed that the microbial profiles of the individuals studied (i.e., no radiation, radiation with no diarrhea, and radiation with diarrhea) clustered in unique sets, suggesting that specific bacterial populations could be associated with risk or protection after radiation exposure [14]. Another *in vivo* study demonstrated hierarchical clustering of bacterial populations from samples collected 0, 4, 11, and 21 days post 10 Gy low LET radiation exposure suggested distinct differences in the bacterial populations over time [50]. Although these studies suggest an effect of radiation on microbiota, these studies used large doses of low LET radiation exposures that are markedly higher than those used in this study (5–22 Gy compared to 3 Gy, respectively), and did not study the effects of high LET radiation exposure.

Another contradiction to the results in this study is the report of elevated proportions of pathogenic bacteria in patients with IBD and following low LET X-ray exposure at various doses [34, 50, 51]. Both insults indicated an increase in bacterial taxa (i.e., *Enterobacteriaceae*, *Escherichia coli*, *Salmonella* spp.) classified in the *Proteobacteria* phylum, which is a common constituent of the commensal intestinal flora but also contains numerous pathogenic species such as *Helicobacter*, *Klebsiella* and *Shigella*. We observed ≤0.07% *Proteobacteria* in all experimental groups analyzed in this study, which is in contrast to previous animal studies reporting an elevation in this phylum following 10 and 18 Gy X-ray exposure [50]. This suggests that modulation of this bacterial group by radiation exposure might be dose dependent. This observation is positive, as the virulence of numerous pathogens, including *Escherichia coli* and *Salmonella* and *Bacillus* spp., have been reported to be increased following simulated microgravity and space flight [52–54]. Furthermore, it is thought that microgravity has an effect on fighting bacterial infections, as studies have reported that hind limb unloaded (HLU) animals have suppressed immune system function and increased lethality when exposed to pathogenic bacteria (e.g., *Klebsiella pneumonia* and *Pseudomonas aeruginosa*) [55, 56]. Additionally, it was reported that HLU mice had elevated bacterial organ load following administration of *Klebsiella pneumonia* compared to weight bearing controls, suggesting susceptibility to bacterial translocation from the bowel [55].

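Proteobacteria made up 0.0953% ± 0.0738 of the reads in CON (SD, n = 9), 0.127% ± 0.0748 in RAD (SD, n = 8), 0.0541% ± 0.0435 in IRON (SD, n = 7) and 0.141% ± 0.232 in IRON+RAD (SD, n = 8). In mice they made up 0.288% ± 0.230 in Ground and 0.310% ± 0.538 in Flight (SD, n = 7 each). The radiation effect in rats was 0.0593 percentage points (permutation test, p = 0.233, q = 0.714), and Flight differed from Ground by 0.0222 percentage points (exact permutation test, p = 0.955). The Flight mean rests on mouse F66, in which 1 of 66 reads is 1.52%, and without it the difference was -0.179 percentage points (exact permutation test, p = 0.113). The IRON+RAD mean rests on rat JSC.6195, which had 30 of the 55 reads of that group, and without it the mean was 0.0619% ± 0.0618 (SD, n = 7) and the radiation effect 0.0196 percentage points (permutation test, p = 0.397). In rats these reads were all Parasutterella, a commensal of the Burkholderiales, with 38 reads in CON, 49 in RAD, 20 in IRON and 55 in IRON+RAD. In Ground mice they were mostly Desulfovibrionaceae, a family of sulfate reducers, with 49 reads in Ground and 23 in Flight (log2 fold change -1.85, adjusted p = 0.223 from edgeR).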

To better understand the implications of the observed altered proportions of *Firmicutes* and *Bacteroidetes*, we performed further phylogenetic classification at the order level. Within the *Firmicutes* phylum we observed differences in *Lactobacillales* and *Clostridiales* in animals exposed to either low LET radiation or microgravity. Animals exposed to 13 days space flight had an increased proportion of *Clostridiales* and decreased proportion of *Lactobacillales* compared to ground controls. We observe a similar trend in the exploratory characterizations from Experiment 2, which was independent of radiation exposure, as both LUN SHAM and LUN RAD showed these population shifts. These reports are similar to those observed in patients with IBD, as it has been documented in numerous studies a suppression in lactic acid bacteria (LAB) species as well as increased *Clostridium* spp (found in *Lactobacillales* and *Clostridiales* order, respectively) [57, 58]. Results from Experiment 1 contrast these observations, as RAD and IRON+RAD animals have numerically higher proportions of *Lactobacillales* and significantly lower proportion of *Clostridiales* compared to sham irradiated animals (i.e., CON & IRON). 

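At the genus level Lactobacillus, a lactic acid producer, rose with radiation. It had 29 reads in CON, 1100 in RAD, 19 in IRON and 2396 in IRON+RAD (log2 fold change for radiation 6.04, standard error 1.02, adjusted p = 2.18e-05 from edgeR). RAD rat JSC.6187 held 959 of the RAD reads and IRON+RAD rat JSC.6198 held 1210 of the IRON+RAD reads, and the log2 fold change was 4.43 without the former and 5.61 without the latter. OTU 157 carried most of it, with 3 reads in 2 CON rats, 2 reads in 2 IRON rats, 1040 reads in 7 of 8 RAD rats and 2166 reads in 8 of 8 IRON+RAD rats (log2 fold change 8.80, adjusted p = 4.86e-06 from edgeR). In all, 6 of 28 genus-level taxa changed with radiation by edgeR, 3 higher and 3 lower. The split was 5 higher and 2 lower with library totals in place of TMM and 2 higher and 6 lower with DESeq2. Akkermansia, a mucin degrader, fell by 2.48 on the log2 scale as an average over both diets (standard error 0.69, adjusted p = 0.00809 from edgeR). It had 55 reads in CON and 2 in RAD, but on the high iron diet 10 in IRON and 10 in IRON+RAD. Peptostreptococcaceae with no lower name, a family of Clostridiales, fell by 2.47 on the log2 scale (standard error 0.64, adjusted p = 0.00646 from edgeR). It had 77 reads in CON, 26 of them in JSC.6176, 35 in RAD, 19 of them in JSC.6188, 96 in IRON, 58 of them in JSC.6185, and 8 in IRON+RAD. With each CON, RAD or IRON+RAD rat left out in turn the log2 fold change was -2.95 to -2.15 (highest adjusted p = 0.0162 from edgeR), and IRON rats were not left out. Allobaculum, of the Erysipelotrichaceae, was called higher (log2 fold change 3.78, adjusted p = 0.0120 from edgeR), but all of its 319 IRON+RAD reads came from 1 rat, JSC.6198, without which the log2 fold change was -0.39 (adjusted p = 0.370). Its adjusted p was 0.155 without RAD JSC.6187 and 0.0606 without CON JSC.6177, and with DESeq2 the log2 fold change was -0.11.
Among single OTUs, 15 of 236 changed with radiation by edgeR, 7 higher and 8 lower. DESeq2 called 2 higher and 0 lower, and edgeR with library totals 9 higher and 4 lower. The edgeR count was 9 without CON rat JSC.6176. OTU 774 of Lachnospiraceae had 0 reads in CON, 18 in 3 RAD rats, 1 in IRON and 183 in 4 IRON+RAD rats. OTU 81 of Clostridiales had 100 reads in 2 CON rats, 79 reads in 3 IRON rats and 0 reads in RAD and IRON+RAD, and OTU 509 of Peptostreptococcaceae had 27 reads in 2 CON rats, 1 in RAD, 67 in 2 IRON rats and 0 in IRON+RAD. Neither of these lower OTUs was called by DESeq2. Of the taxon lists fixed for radiation, the lactic acid bacteria had 1 tested member, Lactobacillus, which rose, also when adjusted over the list alone (summed share, permutation q = 0.0400 over the lists). Of 3 members each, 0 of Lachnospiraceae and 0 of the Bacteroidales families passed edgeR, also over the lists alone, with 2 and 0 at an unadjusted p under 0.05, and DESeq2 called 1 and 0. From the higher Lactobacillales and lower Clostridiales, the paper states that the irradiated rats contrast with its flight mice and with reports on patients with IBD.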

Lower proportions of *Clostridiales* in these animals may explain our previous observation of suppressed fecal butyrate [16], since this order harbors bacterial species known to have the capability to produce this metabolite [59]. 

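The genera fixed as butyrate producers made up 0.3002% ± 0.149 of the reads in CON (SD, n = 9), 0.390% ± 0.198 in RAD (SD, n = 8), 0.131% ± 0.102 in IRON (SD, n = 7) and 0.881% ± 1.13 in IRON+RAD (SD, n = 8). As an average over both diets, their summed share rose with radiation by 0.420 percentage points (permutation test, p = 0.00479, q = 0.0383 over the lists). The effect was 0.225 percentage points without IRON+RAD rat JSC.6195, which had 3.605% (permutation test, p = 0.00317, q = 0.0127), and the IRON+RAD mean was then 0.492% ± 0.280 (SD, n = 7). Most of the rise lay on the high iron diet, from 0.131% in IRON to 0.881% in IRON+RAD. On the adequate iron diet CON had 0.3002% and RAD 0.390%, and the diets were not tested apart. Of 3 members tested by edgeR, 1 rose, Oscillibacter, also when adjusted over the list alone. It had a log2 fold change of 1.40 (standard error 0.40, adjusted p = 0.00927 from edgeR). Oscillibacter made up most of the summed share in each group, with 0.252% in CON, 0.342% in RAD, 0.0940% in IRON and 0.649% in IRON+RAD. Roseburia had a log2 fold change of 0.74 (adjusted p = 0.449 from edgeR), and Anaerotruncus one of 1.00 (adjusted p = 0.325 from edgeR). Ruminococcaceae, a family of Clostridiales with many butyrate producers, made up 2.05% ± 1.13 in CON, 1.98% ± 0.754 in RAD, 0.723% ± 0.295 in IRON and 3.41% ± 3.44 in IRON+RAD (permutation test for radiation, p = 0.0759, q = 0.202), with q between 0.0797 and 0.195 without any 1 of CON JSC.6172, JSC.6174 and JSC.6176, RAD JSC.6190 and JSC.6194, and IRON+RAD JSC.6197, JSC.6198, JSC.6200 and JSC.6201. Lachnospiraceae, another such family, made up 4.87% ± 7.53, 2.71% ± 1.77, 5.17% ± 8.33 and 3.69% ± 4.31 in the same order (permutation test for radiation, p = 0.419, q = 0.670). Its mean was 2.41% in CON without rat JSC.6172, 2.10% in IRON without rat JSC.6180 and 2.39% in IRON+RAD without rat JSC.6195, and the radiation effect of -1.81 percentage points was -0.278 without the IRON rat. The members named to genus are a small part of Clostridiales, and butyrate was not measured in these data.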

An increase in LAB is generally thought to be positive, as these bacterial populations have been shown to provide health benefits to the host (e.g., produce antimicrobial substances, compete with pathogens for epithelial binding sites) and improves symptoms of chronic intestinal inflammation [60, 61]. However, an increase in luminal H_2_O_2_ produced by these bacteria could exacerbate the effects of an elevated iron diet by creating highly reactive hydroxyl radicals through iron-mediated Fenton chemistry [9]. Although this was not directly measured in this study, increased luminal and epithelial reactive oxygen species (ROS) could potentiate local oxidative stress.

Enhanced oxidative stress has the potential to cause cellular damage and induce an inflammatory response in the colon, and we previously demonstrated that myeloperoxidase activity (a marker of neutrophil infiltration) is elevated and TLR gene expression altered in colonic mucosa by an elevated iron diet and low LET irradiation [16]. Microbial-derived signaling through pattern-recognition receptors affects gene expression, transepithelial electrical resistance, colonocyte proliferation in normal tissues [62], and serves a pivotal role in maintaining homeostasis between commensal microbiota and the host immune system [63]. Previous studies have shown that high LET radiation exposure and microgravity has a direct effect on gene expression *in vitro* and in muscle [45, 64, 65], but to our knowledge no analysis has been published describing these effects in the intestinal tract. Therefore to understand the implications of mixed radiation exposure and spaceflight on these processes, we analyzed mucosal gene expression of gene targets associated with the TLR signaling cascade, SCFA transport, and epithelial barrier restitution in Experiment 3.

We do not observe a significant effect of spaceflight for any targets associated with the TLR signaling cascade or SCFA transport. Zhou et al. reported that HLU acts synergistically with radiation exposure to markedly elevate circulating IFNα, IL-6, and TNFα in mice [66]. Although we did not analyze cytokine concentrations in plasma or other organs, we do not observe an increase in the relative expression of IL-6, IL-1b, COX-2 or TNFα in the colonic mucosa of flight mice. Additionally, immunohistological assessment of distal colon did not reveal an increase in inflammatory cells or neutrophil infiltration following spaceflight. Differences in these observations could be due to the amount of time following radiation exposure and tissue collection, or the effect of low dose gamma irradiation compared to mixed radiation exposure on pro-inflammatory cytokine gene expression. It has been reported that immune system responses following radiation exposure differ across mouse strains and could be a factor when comparing our results to previous studies [67]. Furthermore, alterations to the microbiota we observe directly following spaceflight may have the ability to initiate an inflammatory state and alter TLR expression if followed for an extended period after return to Earth.

We observed a significantly higher relative expression of TGFβ in flight mice compared to ground controls, which contributes to epithelial migration and wound healing [68]. Previous studies have demonstrated that HLU can affect the ability to fight bacterial infection, and is thought to be due to impaired barrier integrity of the gastrointestinal tract [55, 66, 69]; however, immunohistological assessment of distal colon injury in flight animals does not indicate short-term space flight significantly affects epithelial integrity.

## Conclusion

To our knowledge, this is the first study to characterize the effect of both low and high LET radiation exposure, high dietary iron, and gravitational changes on the intestinal microbiota and colonic mucosal gene expression. A low dose, fractionated low LET radiation exposure or one low dose of high LET was chosen (for Experiments 1 and 2, respectively) to directly compare to the radiation exposure that astronauts experience during short-duration space flight missions; however, observations from these experiments could also provide insight for airline crews, radiation workers, and patients receiving heavy-ion cancer therapy. 

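Of the genera with pathogenic members that were looked for, among them Salmonella, Helicobacter, Klebsiella and Bacillus, 1 was found, Escherichia/Shigella. It had 1 read in a Ground mouse and 1 read in Flight mouse F66 and 0 reads in the 32 rats. The summed share of these genera was 0.216% ± 0.573 in Flight and 0.00696% ± 0.0184 in Ground (SD, n = 7 each; exact permutation test, p = 1), and the Flight mean comes from the mouse with 66 reads.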

In Experiment 1 and 3, we did not observe a marked dysbiosis to the predominant phyla, reduced bacterial diversity, nor an increased proportion of pathogenic genera previously reported during intestinal inflammation and exposure to large doses of low LET radiation. Although minimal differences were observed in our selected gene targets, we have illustrated unique changes to the microbiota following elevated dietary iron consumption, radiation exposure (i.e., low LET and mixed radiation exposure), and space flight. Furthermore, we observed distinct shifts in bacterial populations in animals exposed to microgravity. These observations suggest unique alterations to the microbiota when exposed to a space environment compared to other disruptions to intestinal homeostasis such as gastrointestinal disease. Future studies analyzing alterations to the intestinal bacterial population’s genetic code, or metagenome, in patients receiving radiation therapy and astronauts would further elucidate how radiation exposure could affect intestinal homeostasis.

## Supporting Information

S1 Appendix Methodologies and results for Experiment 2.

S1 Table Assay ID for selected gene targets and relative expression in scraped colonic mucosa from mice exposed to radiation and reduced gravity (Experiment 2 and 3).^1^
(DOCX)

S2 Table Relative abundance (%) of bacterial taxa in feces of rats resulting from low LET radiation exposure and elevated dietary iron content (Experiment 1).^1^
(DOCX)

S3 Table Relative abundance (%) of bacterial taxa in feces of mice resulting from high LET radiation exposure and simulated lunar gravity (Experiment 2).^†^
(DOCX)

S4 Table Relative abundance (%) of bacterial taxa in feces of mice resulting from 13 days spaceflight (Experiment 3).^1^
(DOCX)

# Supplementary material for: Space Environmental Factor Impacts upon Murine Colon Microbiota and Mucosal Homeostasis
**Source:** PLoS One. 2015 Jun 17;10(6):e0125792. doi: 10.1371/journal.pone.0125792
**Supplement:** S1 Appendix

S1 Appendix. Methodologies and results for Experiment 2.

Materials and Methods

**Animals and diets**

*Experiment 2* - *high LET ^28^silicon particle exposure and partial weight bearing (1/6 G) in mice*

The aims of Experiment 2 were to determine the effect of high LET radiation and partial/lunar gravity (1/6 G) on: 1) fecal bacterial populations, and 2) expression of genes involved in microbial signaling and tissue repair.

Twenty-eight, 4-month-old, female BalbC/ByJ mice were purchased from Jackson Laboratories (Bar Harbor, ME) and shipped to the NASA Space Radiation Laboratory at Brookhaven National Laboratory (BNL) animal care facility. The animals were acclimated to single housing conditions, and a standard diet (Harlan Teklad 8604) and water were available ad libitum for 14 days prior to radiation exposure. After acclimation, half of the animals were suspended horizontally in cages by a device with a tension spring that could be adjusted to maintain 1/6 G weight bearing (LUN) on all four limbs as described previously [[19](#_ENREF_19), [20](#_ENREF_20)]. The remaining animals served as full weight bearing (WB) controls. Half of the LUN and WB mice were exposed to one dose of high LET ionizing ^28^Si (0.050 Gy at 300 MeV/nucleon, 0.25 Gy/min), simulating GCR. All animals were anesthetized with a ketamine:xylazine cocktail before euthanasia by decapitation on day 21. The colon was resected, feces removed, and the colonic mucosa scraped as part of a tissue sharing program.

**Sample collection and processing**

**Scraped mucosa**

After fecal material was removed, the colon was washed twice in RNase free Phosphate-Buffered Saline (PBS) and scraped on a chilled RNase free surface. Mucosa was transferred to an RNase free homogenization tube along with 500 μl of Denaturation Solution (Ambion, Austin, TX), homogenized by pipetting 6-7 times, snap frozen, then transported to Texas A&M University on dry ice and stored at -80°C.

*Feces collection and microbial DNA isolation*

Because of sample and funding limitations in this experiment, an aliquot of extracted bacterial DNA was taken from each animal and combined into a composite sample for each experimental group. The isolated composite DNA samples were used for pyrosequencing and further phylogenetic analysis in order to perform an initial and exploratory characterization of the impact of high LET radiation and unloading on microbiota.

**Measurement of gene expression using real-time PCR**

A complete description is provided in the manuscript.

**16S rRNA bacterial tag-encoded FLX amplicon pyrosequencing**

A complete description is provided in the manuscript.

**Amplicon sequencing data analysis**

A complete description is provided in the manuscript.

**Statistical analysis**

A complete description is provided in the manuscript.

**Results**

**Experiment 2 - Effect of high LET ^28^Si particle exposure and PWB on mucosal gene expression and the intestinal microbiota in mice**

**Microbial diversity, species richness and taxonomic structure analysis**

In an attempt to perform an initial and exploratory characterization of the impact of high LET radiation and reduced gravity on colon microbiota, we conducted an exploratory study in which composite samples of extracted microbial DNA were prepared for each experimental group. 

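The OTU sequences listed per composite numbered 27 in WB SHAM, 26 in WB RAD, 37 in LUN SHAM and 52 in LUN RAD. All were distinct within their composite. LUN RAD, the irradiated composite of mice under partial weight load, had the most listed sequences. Under full weight load the irradiated composite did not have more, with 26 in WB RAD against 27 in WB SHAM. The lists carry no read counts, so a richness index was not computed, and with 1 composite per group the differences have no replicate check.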

RAD numerically increased species richness in both WB and LUN groups (27% and 21%, respectively) with the greatest richness observed in LUN RAD mice (richness score 90.94). Compared to WB SHAM, we observed an increased abundance of *Bacteroidetes* and decreased abundance of *Firmicutes* in WB RAD (Supplemental Table 3). When comparing SHAM and RAD groups within each environmental treatment (WB vs LUN), we observed differential effects of radiation exposure on the characterized phyla. RAD increased *Bacteroidetes* and decreased *Firmicutes,* Unknown, Unassignable in WB, yet the inverse was observed in LUN RAD mice (Supplemental Table 3). In WB mice (SHAM and RAD groups) we observed a higher abundance of *Lactobacillales* (38-40%) and lower abundance of *Clostridiales* (10-13%). In contrast, LUN mice (SHAM and RAD groups) had higher abundance of *Clostridiales* (33-38%) and lower abundance of *Lactobacillales* (3-7%) (Supplemental Table 3).

**Mucosal gene expression**

We did not observe a significant effect of radiation or partial weight-bearing on relative expression of any gene targets analyzed (Supplemental Table 1). However, we observed increased relative expression of IL-1b in the LUN SHAM group relative to the WB SHAM mice. Similarly, expression of TLR4, MyD88, RelA/p65 (regulatory element for NF-κB), TFF3, and Slc5a8 tended to increase in the LUN RAD group compared to WB mice, especially the WB RAD mice.

# Supplementary material for: Space Environmental Factor Impacts upon Murine Colon Microbiota and Mucosal Homeostasis
**Source:** PLoS One. 2015 Jun 17;10(6):e0125792. doi: 10.1371/journal.pone.0125792
**Supplement:** S1 Table

S1 Table. Assay ID for selected gene targets and relative expression in scraped colonic mucosa from mice exposed to radiation and reduced gravity (Experiment 2 and 3).^1^

^^

# Supplementary material for: Space Environmental Factor Impacts upon Murine Colon Microbiota and Mucosal Homeostasis
**Source:** PLoS One. 2015 Jun 17;10(6):e0125792. doi: 10.1371/journal.pone.0125792
**Supplement:** S2 Table

S2 Table. Relative abundance (%) of bacterial taxa in feces of rats resulting from low LET radiation exposure and elevated dietary iron content (Experiment 1).^1^

# Supplementary material for: Space Environmental Factor Impacts upon Murine Colon Microbiota and Mucosal Homeostasis
**Source:** PLoS One. 2015 Jun 17;10(6):e0125792. doi: 10.1371/journal.pone.0125792
**Supplement:** S3 Table

S3 Table. Relative abundance (%) of bacterial taxa in feces of mice resulting from high LET radiation exposure and simulated lunar gravity (Experiment 2).^†^

# Supplementary material for: Space Environmental Factor Impacts upon Murine Colon Microbiota and Mucosal Homeostasis
**Source:** PLoS One. 2015 Jun 17;10(6):e0125792. doi: 10.1371/journal.pone.0125792
**Supplement:** S4 Table

S4 Table. Relative abundance (%) of bacterial taxa in feces of mice resulting from 13 days spaceflight (Experiment 3).^1^

How the deposited data were processed for this re-analysis (not part of the article)

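Fecal 16S rRNA gene reads of 32 rats (9 CON, 8 RAD, 7 IRON, 8 IRON+RAD) and 14 mice (7 Ground, 7 Flight) and the OTU sequences of 4 composites of 7 mice each were used. The authors de-multiplexed, filtered and denoised the reads in QIIME, grouped them into OTUs at 97% identity with Uclust and deposited whole read counts per OTU with a taxonomic name. The versions and the taxonomy database are not given in the sources used here. The counts are not scaled or rarefied. Of the 1117 OTUs, 106 had no read and 236 had 1 read in the 46 samples, which held 200650 reads. The files the authors deposited for the composites hold another kind of data, aligned OTU sequences with no counts, so the shares and richness planned for Experiment 2 were not analysed here, and sequences were compared instead.

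Groups were taken from the sample labels, which conflict with the paper in places. The labels give mixed space radiation for Ground as well as Flight mice, which were told apart by the label for microgravity, and a low iron diet for CON and RAD, which the paper describes as adequate iron. For Experiment 2 the labels give the strain C57BL/6 and the paper BalbC/ByJ, which was not resolved. Of 155 pairs of samples within groups, 0 held identical values, and the lowest chi-square per degree of freedom was 2.82. Each rat or mouse was taken as 1 replicate. Depth ran from 2250 to 7143 reads in rats and from 1949 to 5134 in mice, apart from Flight F66 with 66 reads. At 2250 reads a share rests on few reads once it is under 0.1%, and shares cover counting error and PCR only in part.

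Shares were percentages of all reads of a sample, computed from the counts the authors deposited, and 6.53% of all reads had no phylum. Tested were 3 phyla, reads with no phylum, 4 orders, Bacteroidetes reads with no order, the Shannon index to base 2 and the bias-corrected Chao index. Pairs of groups were compared by 2-sided exact permutation tests of the mean difference, and radiation, iron and their interaction with 100000 permutations, within the other factor for the main effects and of the residuals of the additive model for the interaction. Benjamini-Hochberg adjustment ran over 99 tests in Experiment 1 and 11 in Experiment 3, at q under 0.2. On simulated normal values for the radiation test, p fell under 0.05 in 7% of 200 draws with no shift and in 100% with a shift of 2 SD. The radiation effects on Clostridiales and on the Shannon index were smaller than 2 SD of any rat group, and shares are skewed. Power for such effects was not tested.

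Counts summed to the lowest name down to genus, and counts of single OTUs, were tested with edgeR 4.0.16 (TMM, robust quasi-likelihood) in R 4.3.3, with at least 10 counts in all and reads in at least 4 samples, at an adjusted p under 0.05. Reads with no phylum were left out of the genus tests. DESeq2 1.42.0 with poscounts size factors and a local fit was an alternative. Counts were simulated 1 time per comparison, with a dispersion of 0.5 for each taxon. With 8 genus-level taxa changed 4-fold, edgeR recovered 87.5% for radiation (28 taxa), 100% for iron (28 taxa) and 75% for Flight (23 taxa). With 78 of 236 OTUs changed 4-fold it recovered 75.6% for radiation and 74.4% for iron. With 55 of 167 it recovered 38.2% for Flight, so Flight OTUs that changed can be missed. The dispersion of the real taxa was not compared with 0.5, so recovery in the real data can be lower, also for iron. Bray-Curtis distances of read shares were tested by PERMANOVA, exact over 3432 splits in mice and with 9999 permutations in rats. On data simulated for the Flight and Ground mice, 2 of 100 draws with no difference and 100 of 100 with 8-fold changes had p under 0.05. These draws gave each mouse the same depth and both groups the same spread, unlike the real mice. The tests of the rats were not simulated. Composite sequences lost 12 bases at the 3 prime end, needed 200 bases and were matched at 97% identity. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and Biopython 1.88 were used.

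Taxa named are those the paper names, up to 10 higher and 10 lower genus-level taxa per comparison past the threshold, list members past it or otherwise the most abundant, and the OTUs of smallest p. The lists were lactic acid bacteria, butyrate producers, Lachnospiraceae, Ruminococcaceae, Bacteroidales families, mucin users, Erysipelotrichaceae, genera with pathogenic members, sulfate reducers, bifidobacteria, segmented filamentous bacteria and taxa not resident in the gut. Alternatives fixed before the data were examined were rank sums, the log2 scale with an offset of 0.1%, reads with a phylum as denominator, a minimum of 1000 reads, rarefying to 2250 and 1949 reads, leaving out single-read OTUs, each CON rat left out or counted as IRON, DESeq2, library totals, no low-count filter, an adjusted p under 0.2, and other distances. Chosen after the data were seen were the removal of reads with no phylum from the genus tests, the DESeq2 local fit, the q threshold of 0.2 for the lists, the rules for composite sequences, the leave-outs of irradiated rats and of mice in edgeR and of each animal for shares and lists, and the test of spread within groups. UniFrac, gene expression, body weight and histology were not analysed here.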

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

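The tests of reads carried over from mice, of the mouse of lowest depth, of a single mouse for Mucispirillum alone and for the fold of Ruminococcus and of single animals left out were chosen after the data were seen, and the splits of the samples were not.

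Lactobacillus was higher in irradiated rats by a log2 fold change of 6.04, where the paper describes a rise of the order Lactobacillales. A single irradiated rat is argued against as the whole cause, since the highest adjusted p from edgeR with each irradiated rat left out in turn was 6.25e-05. The log2 fold change was lower, at 4.43, without RAD JSC.6187. Reads carried over from the mouse libraries are argued against as well, since the OTU that leads Lactobacillus in the mice, with 69.0% of their reads of the genus, took 4.78% in irradiated rats, where OTU 157 took 91.7%. Shared cages or sequencing runs are not given in the sources used here, so these and radiation itself stay open.

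Mucispirillum and Ruminococcus were higher in Flight mice by log2 fold changes of 6.58 and 6.87. For Ruminococcus the Flight mouse of 66 reads is argued against as the cause, since without it the higher of both adjusted p values from edgeR was 0.0259. That mouse had no Mucispirillum read, so leaving it out decides nothing for Mucispirillum. The Ruminococcus call rests on single mice, as the highest adjusted p from edgeR with each mouse left out was 0.0594, without Flight F52. Its log2 fold change was then 5.91 (standard error 2.03). That log2 fold change was at least 4.32 (standard error 1.45, without Flight F64), so no single mouse makes the whole difference. For Mucispirillum alone the highest adjusted p was 0.0190, although Flight F74 held 247 of its 321 Flight reads. Which mice shared an enclosure is not given in the sources used here, so sharing and flight itself stay open.

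Chance splits of the samples were set beside each count of calls from edgeR. Each number of splits includes the real one. For Flight genera 1 of 100 splits gave as many calls as the real 5 (highest other 3), under the limit of 5% of splits set beforehand. This is the lowest value that 100 splits can give, and it concerns the count of calls and no single genus. The count was 1 without Ground G36 and 3 without Ground G28, Ground G40 or Flight F74, so chance is unlikely and not fully excluded. For radiation 3 of 100 gave as many genera as the real 6 (highest other 7) and 4 of 100 as many OTUs as the real 15 (highest other 20), under that limit, but other splits gave more calls than the real one, so chance is unlikely and not fully excluded. Chance is not excluded for the 3 OTUs of Flight, where 5 of 100 splits gave as many (highest other 4). For iron genera (real 0, highest other 4), the interaction (real 0, highest other 6) and iron OTUs (real 0, highest other 7) the splits decide nothing, since each of the 100 gives at least 0 calls.

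Oscillibacter, at a log2 fold change of 1.40, and Allobaculum, at 3.78 but -0.39 without IRON+RAD JSC.6198, were the other higher genera with radiation that the text of the paper does not name. Single animals stood apart from their group 25 times, or 23.6 per 100 groups tested, where chance gives about 1 in 20 for normal values; shares are skewed and nested taxa count more than once, and the chance rate for these measures was not tested. Flight F66 had 66 reads, and its Proteobacteria share was 1.52%. The Proteobacteria share of IRON+RAD JSC.6195 was 0.698% and its Oscillibacter share 1.93%. RAD JSC.6187 had 23.6% Lactobacillales, 23.6% Lactobacillus and 0.173% Allobaculum. IRON JSC.6181 had 0.200% Lactobacillales, 0.200% Lactobacillus and 0.133% Akkermansia. Erysipelotrichales made up 5.90% in CON JSC.6171, 1.13% in IRON JSC.6186 and 7.18% in IRON+RAD JSC.6198, in which Allobaculum made up 5.56%. Akkermansia made up 0.0311% in RAD JSC.6190 and 0.108% in IRON+RAD JSC.6196. Clostridiales with no lower name made up 57.4% in CON JSC.6171. Peptostreptococcaceae with no lower name made up 0.683% in CON JSC.6176 and 0.355% in RAD JSC.6188. Lactobacillales with no lower name made up 1.10% in Ground G20 and 0.147% in Flight F60. Mucispirillum made up 0.0487% in Ground G32 and 5.11% in Flight F74, and Ruminococcus 0.545% in Ground G40 and 50.9% in Flight F64.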

How the results depend on the processing

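Leaving out irradiated rats or mice in turn and the local fit in DESeq2 were chosen after the data were seen, and the other alternatives here were not. Of the main values under alternatives, 493 were the same, 37 counts moved, 12 values became stronger, 6 weaker and 6 reversed. A difference was the same if it kept its direction and side of the threshold. A count of calls was the same if it stayed near the main count, such as 7 genera with radiation by library totals against 6. The 493 include differences between groups other than CON, which leaving out a CON rat could not move, and values that stayed short of the threshold. Of single taxa, 224 were the same, 44 weaker and 2 reversed. Unless said otherwise, the cause was not tested. No paired analysis was possible because the groups share no replicate numbers. The 3 alternatives for Experiment 2 (denominator, rarefying, single-read OTUs) were not run, since the composites have no counts. Depth limits shares of a few reads, above all in Flight F66.

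The pairwise calls of Experiment 1 numbered 1, and 2 by rank sum, 2 on the log2 scale and 2 at the lowest and 2 at the highest with a CON rat counted as IRON; leaving out CON rats gave 0 to 1. Radiation calls numbered 0, and 1 by rank sum, 1 on the log2 scale and 1 at the lowest and the highest with a CON rat counted as IRON. The Lactobacillales radiation effect then passed, at 4.60 for both, 2.58 on the log2 scale and 5.09 in ranks. IRON+RAD minus IRON passed at 5.96 and 5.99 with a CON rat counted as IRON, 3.50 on the log2 scale and 7.23 in ranks. IRON+RAD minus CON lost its call without CON JSC.6171, JSC.6172, JSC.6176 or JSC.6178, at 5.95 to 5.96, and was at most 5.98, without CON JSC.6174. With CON JSC.6171 counted as IRON, IRON minus CON reversed to -2.84 for Bacteroidetes and 1.47 for Firmicutes, and with each other CON rat both kept their direction.

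The Experiment 3 calls numbered 1, and 0 by rank sum, 0 on the log2 scale, 2 without samples under 1000 reads and 2 rarefied. Erysipelotrichales lost its call at -3.38 on the log2 scale and -4.43 in ranks. Clostridiales passed at 19.1 rarefied and 19.1 without samples under 1000 reads. Proteobacteria reversed to -0.35 on the log2 scale, -1.86 in ranks, -0.162 rarefied and -0.179 without samples under 1000 reads; the last 2 settings leave out Flight F66.

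Genera with radiation numbered 15 at an adjusted p under 0.2, genera with iron 3, and genera with Flight 8; with no low-count filter Flight genera numbered 3, and 1 to 6 with each mouse left out. OTUs with radiation numbered 2 by DESeq2, 36 at 0.2, 9 without CON JSC.6176 and up to 17 with other CON rats left out. OTUs with iron numbered 1 by DESeq2, 5 with no filter, 13 at 0.2, up to 3 with a CON rat counted as IRON and 0 to 2 with CON rats left out. OTUs with Flight numbered 15 with no filter, 22 at 0.2 and 1 without Flight F66. The threshold of 0.2 adds calls by construction. Separation of rats by radiation passed at 4.37% by Jaccard and 5.57% by Aitchison distance. Allobaculum had a log2 fold change of up to 4.22 without IRON+RAD JSC.6199, and reversed to -0.11 by DESeq2 and -0.39 without IRON+RAD JSC.6198, the rat that holds all 319 of its reads in that group.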

Differences from the paper's values

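The values below come from tests fixed before the data were examined, and no test was chosen after the result was seen apart from those of spread within groups and of single animals left out. The Chao index differed in each group. The paper's means are 68.19 in CON, 67.22 in RAD, 62.70 in IRON, 80.44 in IRON+RAD, 84.81 in Ground and 82.95 in Flight, with SEMs, against 229, 234, 238, 266, 231 and 264 here. No alternative set before the data were examined closed the gap. Rarefied, the means here were 185, 187, 178, 215, 207 and 232, and without single-read OTUs 215, 218, 215, 242, 202 and 218. A Chao index cannot be lower than the number of OTUs seen. The lowest number seen in an animal was 108 in CON, 122 in RAD, 140 in IRON, 128 in IRON+RAD and 132 in Ground, each above the paper's mean. In Flight it was 30, in F66, and the next lowest was 166, in F58, so a Flight mean of 82.95 cannot arise either. The paper's index was thus not computed from these counts at full depth. For Clostridiales the paper's q is 0.17 for radiation and 0.14 each for RAD and IRON+RAD against CON, and here q was 0.381, 0.381 and 0.456. A q depends on which tests are adjusted together. The paper adjusted its own set of tests, by ANOVA for the rats, and here 99 permutation tests were adjusted, so these q are not directly comparable. Unadjusted p here was 0.0254, 0.0308 and 0.0564 (permutation tests). No alternative reached the paper's q, with lowest q of 0.333, 0.245 and 0.304, but none used ANOVA or the paper's set of tests.

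The paper gives lower richness in Flight than in Ground, and here the Chao index was higher in Flight by 33.9, 25.5 rarefied and 15.6 without single-read OTUs, while the Shannon index was lower by the difference of -0.170 as in the paper. The paper has IRON as the group of lowest Chao index, and here it was CON, and IRON when rarefied. Both orders of groups by the Chao index compare unlike values, since the paper's were not computed from these counts at full depth. The paper sets a bound on Proteobacteria that 5 of 6 group means exceeded, all but IRON at 0.0541%. The mean was 0.0953% in CON (SEM 0.0246), 0.127% in RAD (SEM 0.0264), 0.141% in IRON+RAD (SEM 0.0820), 0.288% in Ground (SEM 0.0870) and 0.310% in Flight (SEM 0.203). The excess was larger than the SEM in each of these but IRON+RAD. Without IRON+RAD JSC.6195 the IRON+RAD mean was 0.0619%, under the bound as well, and without Flight F66 the Flight mean was 0.109%, still above it. The paper calls the Bacteroidetes reads with no order higher in IRON+RAD than in each other group, and here q was 0.381 against CON, 0.456 against RAD and 0.395 against IRON. These q also come from another set of tests than the paper's, and unadjusted p was 0.0251, 0.0566 and 0.0359 (exact permutation tests). The legend of Fig 3 describes Flight mice as the tighter group, and here the distance within Flight was larger by 0.146 on another distance measure than the paper's. Of the shares printed in Fig 4, those of Ground Clostridiales and Erysipelotrichales and of Flight Bacteroidetes, Firmicutes, Lactobacillales and Clostridiales match those here to rounding. Ground Bacteroidetes (about 45 in Fig 4), Firmicutes (about 46) and Lactobacillales (about 27) and Flight Erysipelotrichales (about 1) were 45.96%, 44.5%, 26.3% and 0.444% here, all within the spread between mice.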

Other observations

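Tests of the rats' community separation and of the taxon lists were fixed before the data were examined; the q threshold of the lists and the leaving out of single animals were chosen after. On Bray-Curtis distances, radiation took up 5.09% of the variation between rats (permutation test, p = 0.135) and iron 3.83% (permutation test, p = 0.273). On presence or absence of OTUs radiation took up 4.37% (permutation test, p = 0.0128) and on Aitchison distances, which weight rare taxa more, 5.57% (permutation test, p = 0.0013). Alistipes, a genus of the Rikenellaceae, made up 7.40% ± 3.38 of reads in Ground mice and 5.29% ± 1.68 in Flight mice (SD, n = 7 each; adjusted p = 0.381 from edgeR), and had 1 read in the 32 rats.

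In Flight mice the Ruminococcaceae summed to 11.5% ± 18.1 against 1.40% ± 0.973 in Ground (exact permutation test, p = 0.0181, q = 0.0542 over the lists), and of 3 members 1 rose, Ruminococcus, also when adjusted over the list alone. Without Flight F64 the Flight sum was 4.80% ± 3.82 (SD, n = 6; exact permutation test, p = 0.0326, q = 0.0979), and q was 0.211 to 0.235 without any 1 of Ground G16, G20, G36 and G40. Lactic acid bacteria had q = 0.154 and of 2 members 1 fell, and Erysipelotrichaceae had q = 0.0542 and 1 of 1 fell, both also when adjusted over the list alone. The q of lactic acid bacteria was 0.208 to 0.293 without any 1 of Ground G16, G20, G36 and G40 and Flight F52, F54, F64, F66 and F74, and that of Bacteroidales families 0.200 to 0.237 without any 1 of Ground G16, G20, G36 and G40 and Flight F58, F60 and F66. Bacteroidales families had q = 0.151 with 0 of 3 members called, butyrate producers q = 0.530 with 0 of 2, Lachnospiraceae q = 0.962 with 0 of 3 and taxa not resident in the gut q = 1, all by exact permutation; edgeR gave 0 members of these lists an unadjusted p under 0.05, and DESeq2 called 1, 0 and 0 members of the first 3. With radiation in rats, mucin users had q = 0.670 and of 3 members 1 fell, Akkermansia; Erysipelotrichaceae had q = 0.863 and of 3 members 1 was called higher, Allobaculum, with a log2 fold change of -0.39 without IRON+RAD JSC.6198 and no call by DESeq2; Ruminococcaceae had 1 of 4 members higher, Oscillibacter. Each of these members passed also when adjusted over the list alone. Taxa not resident in the gut had q = 0.863, with Lactococcus at 9 reads in all samples. No read was named to the genera fixed as sulfate reducers, bifidobacteria or segmented filamentous bacteria, though the mice had reads of Desulfovibrionaceae with no genus name.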
